# Loss of myeloid‐specific lamin A/C drives lung metastasis through Gfi‐1 and C/EBPε‐mediated granulocytic differentiation

**DOI:** 10.1002/mc.23147

**Published:** 2020-01-07

**Authors:** Hiroki Ishii, Woo‐Yong Park, Jaeyoung So, Skyler Kuhn, Vishal N. Koparde, Yanli Pang, Tim F. Greten, M. Christine Hollander, Li Yang

**Keywords:** granulocytic differentiation, immunosuppression, lamin A/C, metastasis, myeloid cells

## Abstract

The immune‐suppressive tumor microenvironment promotes metastatic spread and outgrowth. One of the major contributors is tumor‐associated myeloid cells. However, the molecular mechanisms regulating their differentiation and function are not well understood. Here we report lamin A/C, a nuclear lamina protein associated with chromatin remodeling, was one of the critical regulators in cellular reprogramming of tumor‐associated myeloid cells. Using myeloid‐specific lamin A/C knockout mice and triple‐negative breast cancer (TNBC) mouse models, we discovered that the loss of lamin A/C drives CD11b^+^Ly6G^+^ granulocytic lineage differentiation, alters the production of inflammatory chemokines, decreases host antitumor immunity, and increases metastasis. The underlying mechanisms involve an increased H3K4me3 leading to the upregulation of transcription factors (TFs) Gfi‐1 and C/EBPε. Decreased lamin A/C and increased Gfi‐1 and C/EBPε were also found in the granulocytic subset in the peripheral blood of human cancer patients. Our data provide a mechanistic understanding of myeloid lineage differentiation and function in the immune‐suppressive microenvironment in TNBC metastasis.

**Abbreviations**
CTL: cytotoxic T lymphocyte
LADs: lamina‐associated domains
MDSCs: myeloid‐derived suppressor cells
TNBC: triple‐negative breast cancer

## 1 INTRODUCTION

Distant metastasis is the most common cause of cancer‐associated death.^1^ In particular, the triple‐negative breast cancer (TNBC) subtype has the highest mortality of all breast cancers.^2^, ^3^ Patients with TNBC have no targeted therapy and the current treatments are very inefficient. The understanding and targeting of immune checkpoint inhibitors and recent success using adoptive T‐cell therapy provide encouraging options that could be applicable in targeting TNBC.^4^, ^5^ However, our understanding of the cellular complexity and context‐dependent behaviors of the immune microenvironment is limited in TNBC. Moreover, acquired resistance has been a challenge in achieving therapeutic success.^6^, ^7^

Tumor‐associated chronic inflammation promotes a prometastatic microenvironment where certain immune cells are preferentially recruited and suppress cytotoxic T lymphocyte (CTL)‐mediated antitumor immunity.^8^, ^9^ The majority of prometastatic immune cells are tumor‐associated myeloid cells that show apparent functional plasticity, protumor (M2 or N2) or antitumor (M1 or N1) phenotypes.^10^, ^11^ These include immature myeloid cells or myeloid‐derived suppressor cells (MDSCs), tumor‐associated macrophages, and tumor‐associated neutrophils.^10^, ^11^, ^12^ Increased MDSCs in peripheral blood (PB) and tumor sites are recognized as a poor prognosis factor in patients with several cancer types.^13^, ^14^, ^15^ There are two major subsets of MDSCs, monocytic (CD11b^+^Ly6C^+^) and granulocytic (CD11b^+^Ly6G^+^) MDSCs that have strong tumor‐promoting properties.^16^, ^17^ Myeloid transforming growth factor‐β signaling is critical for the production of cytokines and chemokines that are important in establishing and maintaining the immunosuppressive microenvironment and premetastatic niche.^18^, ^19^

The expansion, differentiation and the functional properties of tumor‐associated myeloid cells are transcriptionally and epigenetically regulated by distinct signals from the metastatic microenvironment.^19^, ^20^, ^21^, ^22^ Chromatin remodeling alters the accessibility of nucleosomal DNA to enhance transcription factor (TF) binding to gene promoters. The physical interactions between chromatin and nuclear structures are critical in this process.^23^, ^24^ In particular, nuclear lamina proteins (ie, lamin A/C and lamin B1) prominently interact with heterochromatin through lamina‐associated domains (LADs) to suppress gene transcription.^25^, ^26^ Interestingly, mutations or protein deficiency of lamin A/C has been shown to affect in vitro differentiation of neutrophils as well as normal hematopoietic stem or progenitor cells through chromatin remodeling.^27^, ^28^ However, the role of lamin A/C in cellular reprogramming of tumor‐associated myeloid cells during metastasis remains to be investigated.

Here, we report that the loss of lamin A/C in myeloid cells enhanced CD11b^+^Ly6G^+^ lineage differentiation, decreased host antitumor immunity, and increased distant metastasis. The underlying mechanisms involve H3K4me3‐mediated upregulation of TFs C/EBPε and Gfi‐1, which are critical for granulocyte lineage differentiation, altered production of inflammatory chemokines, and decreased antigen presentation capacity. These data provide mechanistic insight in understanding the immune microenvironment in TNBC metastasis and point out the systemic correction of immune suppression through epigenetic mechanisms should be considered to enhance the efficacy of cancer immunotherapy.

## 2 MATERIALS AND METHODS

### 2.1 Mice and cell lines

BALB/c, C57Bl/6, and FVB/N mice (female, 6‐ to 8‐week‐old) were purchased from Charles River. The *Lmna* ^flox/flox^ mouse line was obtained from Center for Advanced Preclinical Research at National Cancer Institute (NCI).^29^ *Lmna* ^flox/flox^ mice were bred with LysM‐Cre (B6.129P2‐*Lyz2* ^tm1[cre]Ifo^/J) mice from the Jackson Laboratory to generate the *Lmna* deletion in myeloid cells (*Lmna* ^MyeKO^). MMTV‐Neu and MMTV‐polyoma middle T antigen (PyMT) mice (female, 9‐ to 10‐month‐old) were purchased from the Jackson Laboratory. The Pmel‐1 [B6.Cg‐/Cy Tg(TcraTcrb) 8Rest/J] transgenic mice, specific to human glycoprotein 100 (hgp100) 25 to 33 peptide, were obtained from Dr. Suman K. Vodnala in Surgery Branch, CCR, NCI. All animal protocols were approved by the National Cancer Institute's Animal Care and Use Committee. Murine 4T1 and E0771 cell lines, which are categorized into TNBC, were purchased from the American Type Culture Collection and used for in vivo tumor studies. A highly metastatic E0771 cell line, E0771‐M1, was established from metastatic lung nodules using three sequential rounds of E0771‐M1 tumor transplantation. Cells were cultured in Dulbecco's modified Eagle's medium, supplemented with 10% heat‐inactivated fetal bovine serum, 500 U/mL penicillin and 500 mg/mL streptomycin at 37°C in a humidified atmosphere containing 5% CO_2_ and confirmed to be mycoplasma negative.

### 2.2 Spontaneous or experimental metastasis and in vivo myeloid cell depletion

For orthotopic metastasis, the 3 to 5 × 10^5^ mammary tumor 4T1 or E0771‐M1 cells were injected into the #2 MFP. The number of lung metastases was evaluated after 4 to 5 weeks by Indian ink staining.^19^ For experimental metastasis, the 1 × 10^5^ Lewis lung carcinoma (LLC) cells were injected through the tail vein. The number of metastatic nodules in the lung was evaluated after 2 weeks by Indian ink staining through the trachea.

For in vivo myeloid cell depletion, InVivoMab anti‐mouse Ly6G (1A8; 25 μg/mouse), anti‐mouse Ly6C (Monts; 25 μg/mouse), or IgG2a isotype control (2A3; 25 μg/mouse) were intraperitoneally injected every 2 days starting from day 0 of E0771‐M1 injection until mice were killed.

### 2.3 Ex vivo myeloid cell differentiation or *trans*‐differentiation assay using tumor‐explant supernatant

Approximately, 1 cm^3^ E0771‐M1 tumor was excised and minced into very small pieces under sterile conditions. After transfer into the T75 flask, minced tissues were incubated in 15 mL completed the Rosewell Park Memorial Institute (RPMI)‐1640 medium for 48 hours. Fresh and warmed tumor‐explant supernatant (TES) was used for ex vivo myeloid cell differentiation assay.

For ex vivo myeloid cell differentiation, sorted 5 × 10^5^ hematopoietic stem/progenitor cells (HS/PCs) or myeloid progenitors from bone marrow (BM) were incubated in completed RPMI‐1640 medium with a cocktail of cytokines (20 ng/mL SCF, 20 ng/mL TPO, 20 ng/mL FLT3‐L, and 10 ng/mL IL‐6) for 24 hours. The incubated cells were further cultured in a 12‐well plate with conditioned medium (E0771‐M1 TES:completed PRMI1640 = 1:1) for 72 hours to differentiate into immature myeloid cells. For ex vivo *trans*‐differentiation assay, sorted CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells from spleens were directly incubated in 24‐well plate with a conditioned medium for 48 hours. The percentage of myeloid cell subsets was evaluated by flow cytometry analysis.

### 2.4 RNA‐sequencing and chromatin immunoprecipitation‐sequencing analysis

For RNA‐sequencing, the sequencing quality of the 51 to 77 million reads per sample was assessed using FastQC (version 0.11.5), Preseq (version 2.0.3), Picard tools (version 1.119), and RSeQC (version 2.6.4). Reads were then trimmed using Cutadapt (version 1.14) to remove sequencing adapters, before mapping to the mm10 mouse genome using STAR (version 2.5.2b) in two‐pass mode. Overall expression levels were quantified using RSEM version 1.3.0 with GENCODE annotation M12. DESeq2 (version 1.20.0) was used for differential expression analysis. For differential gene expression, *q* ≤ 0.05 and absolute fold change greater than or equal to 1.5 were used to define significant changes.

For the chromatin immunoprecipitation (ChIP)‐sequencing analysis, ChIP‐sequencing data (GSE59636) was downloaded from SRA using SRAtoolkit (version 2.9.2). Sequencing was done on Illumina HiSeq‐1500 and pooled libraries were sequenced at a sequencing depth of ~10 to 15 million aligned reads per sample.

Sequencing quality was assessed using FastQC (version 0.11.5), Preseq (version 2.0.3), Picard tools (version 1.119), and deeptools (version 2.5.0.1). Illumina sequencing adapters were trimmed from reads using cutadapt (version 1.14). Reads were aligned to the mouse genome version mm10 using BWA (version 0.7.15). Duplicate reads of the polymerase chain reaction (PCR) were removed using Picard MarkDuplicates before peak calling. Peaks were called using MACS2 (version 2.1.1) in broad mode. DiffBind (version 2.8.0) and DESeq2 (version 1.20.0) were used for differential binding analysis. Significantly differential bound peaks located within promoter regions were annotated using homer (version 4.10.1). Viewer tracks in WashU Epigenome Browser with Cistrome database were used for comparisons of H3K4me3 or H3K27ac peaks between granulocyte and monocyte. To identify the significant genes targeted by lamin A/C in myeloid cells, differentially expressed genes were first listed up from intersections between lamin A/C‐deficient and wild‐type (wt)‐monocytic subsets (#1), between lamin A/C‐deficient and wt‐granulocytic subsets (#2), and between wt‐monocytic and wt‐granulocytic subsets (#3). Because there were no differences in lamin A/C expression between lamin A/C‐deficient and wt‐granulocytic subsets, genes in the list from intersection #2 were identified as background. Thereafter, overlapped genes of intersection #1 with #3, where the genes from intersection #2 were subtracted, were picked up. All high‐throughput data were deposited into GEO (GSE GSE141124).

### 2.5 RNA interference

ON‐TARGETplus small interfering RNAs (siRNAs) for C/EBPε or Gfi‐1 were purchased from Dharmacon. Transfection of each siRNA into myeloid progenitor cells (5 × 10^4^) was performed using electroporation (mode: Y‐001; Nucleofector II/2b Device) with Amaxa Mouse Macrophage Nucleofector Kit (VPA‐1009; Lonza). The final concentration of the siRNAs was 20 nM. Transduced cells were used for ex vivo differentiation assay.

### 2.6 Mixed Lineage Leukemia 1 inhibitor treatment

MM‐102 (S7265; Selleckchem.com), a selective inhibitor targeting MLL1 that is H3K4 methyltransferase, was diluted with dimethyl sulfoxide (DMSO) to 10 mM and stored in small aliquots at −80°C. Sorted CD11b^+^Ly6C^+^ cells were treated with 25 μM MM‐102 or DMSO control for 24 hours, and total RNA were extracted from treated cells.

### 2.7 Flow cytometry, cell sorting, and interferon‐γ intracellular staining

Single‐cell suspensions were made from spleens, PB, or BM of healthy control or tumor‐bearing mice as well as wt and *Lmna* ^MyeKO^ mice. After hemolysis for 10 minutes at 4°C, cells were labeled with fluorescence‐conjugated antibodies including CD3 (145‐2c11, 1:100; BD Biosciences), CD4 (GK1.5, 1:100; BD Biosciences), CD8 (53‐6.7, 1:100; BD Biosciences), CD19 (1D3, 1:100; BD Biosciences), CD45R/B220 (RA3‐6B2, 1:100; BD Biosciences), CD11b (M1/70, 1:100; BD Biosciences), Ly6C (AL‐21, 1:200; BD Biosciences), Ly6G (1A8, 1:100; BD Biosciences), lineage cocktail (558074; BD Biosciences), CD117 (2B8, 1:100; BD Biosciences), ScaI (E13‐161.7, 1:100; Biolegend), CD34 (RAM34, 1:50; BD Biosciences), Sytox blue nucleic acid stain (S11348, 1:2000; Thermo Fisher Scientific), and 7‐AAD (BD Biosciences), and analyzed on a FACS Calibur, Canto II or LSR II flow cytometer. For sorting, CD3^+^CD4^+^ or CD3^+^CD8^+^ T cells, CD19^+^B220^+^ B cells, Gr‐1^+^CD11b^+^, CD11b^+^Ly6C^+^‐ or CD11b^+^Ly6G^+^‐myeloid cells, or Lin^−^CD117^+^ScaI^−^CD34^+^ progenitor cells were sorted by the FACSAria flow cytometer (BD Biosciences) or magnetically activated cell sorting with Ly6G, and Ly6C microbeads per the manufacturer's protocol (Miltenyi Biotec). HS/PCs were enriched by using immunomagnetic column (Stem Cell Technologies). For human monocytic and granulocytic subsets, PB samples were obtained from patients with advanced gastrointestinal (GI) cancer (n = 8) at the GI Malignancies Section, Medical Oncology Branch at NCI. Written consent was obtained from all patients before blood sampling on a research protocol approved by the NCI Institutional Review Board (NCI‐11‐c‐0112). Cells were enriched by anti‐human CD14 (Miltenyi Biotec), anti‐human CD15 (Miltenyi Biotec), and anti‐HLA‐DR microbeads (Miltenyi Biotec) as previously reported.^19^ For interferon‐γ (IFNγ) intracellular staining of CD3^+^CD8^+^ T cells from metastatic lungs of tumor‐bearing mice, a single‐cell suspension was obtained after lung dissociation with 1 mg/mL collagenase, 120 μg/mL dispase, and 200 μg/mL DNase. The cells were then fixed and permeabilized by a Fixation/Permeabilization kit (BD Biosciences) and stained for IFNγ (XMG1.2, 1:100; BD Biosciences). FlowJo software (Tree Star, Ashland, OR) was used for the analysis of flow cytometry data.

### 2.8 Mouse cytokine antibody array

Mouse cytokine antibody array C1000 (Ray‐biotech) was used to determine the secretory cytokines from monocytic or granulocytic myeloid cells sorted from wt and *Lmna* ^MyeKO^ mice with E0771‐M1 tumor. The whole‐cell lysates (100 μg/sample) from these sorted cells were used for assay and a mouse cytokine antibody array was conducted as per manufacturer's protocol. The amounts of various cytokines were detected using SuperSignal West Dura (Thermo Fisher Scientific) and dot density was determined by using the ImageJ software. Heatmaps were made based on the quantification of dots.

### 2.9 Proliferation and CTL assay of CD8 T cells

For antigen‐specific CD8 T‐cell proliferation regulated by myeloid cells, total splenocytes from Pmel‐1 transgenic mice were labeled with CFSE dye (carboxyfluorescein succinimidyl ester; C34554 1:1000; Thermo Fisher Scientific), which were then cocultured with myeloid cell subsets sorted from spleens of E0771‐M1‐bearing wt and *Lmna* ^Myeko^ mice in culture medium containing 100 IU/mL rIL‐2 and 1 μg/mL hgp100 peptide,^25^, ^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^ with a 1:1 ratio (myeloid cells:labeled splenocytes) for 3 days to expand CD8 T cells. The suppressive effect of myeloid cells on CD8 T‐cell proliferation was evaluated by flow cytometry analysis of the CFSE‐labelling intensity of CD8 T cells.

For antigen‐specific cytotoxicity T‐cell activities regulated by myeloid cells, whole splenocytes from Pmel‐1 transgenic mice were cultured in RPMI‐1640 medium containing 100 IU/mL rIL‐2 and 1 μg/mL hgp100 peptide^25^, ^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^ for 4 days to expand antigen‐specific CD8 T cells. CFSE (1:1000)‐labeled B16 melanoma cells expressing hgp100 (1 × 10^5^) were cocultured with 2 × 10^5^ expanded CD8 T cells with the addition of myeloid cell subsets sorted from spleens of E0771‐M1‐bearing wt and Lmna^Myeko^ mice at 1:1 ratio (myeloid cells:T cells) for 24 hours. The suppressive effect of myeloid cells on antigen‐specific CTL was evaluated by flow cytometry analysis of dead tumor cells. The percentage of dead CFSE^+^ tumor cells targeted was analyzed by Sytox blue (which labels dead cells).

### 2.10 Isolation of genomic DNA, total RNA, and reverse‐transcription quantitative PCR

Genomic DNA and total RNA was extracted from sorted cells or subsets using ZR‐DUCT DNA/RNA Miniprep kit (Zymo Research) and RNeasy Mini kit (Qiagen), respectively. Complementary DNA (cDNA) was synthesized with a high‐capacity cDNA reverse transcription kit (Applied Biosystems #4368813). Conventional PCR was performed with Taq DNA Polymerase (1 U/μL), dNTPack (Roche) to observe *Lmna* recombination. Reverse‐transcription quantitative PCR (RT‐qPCR) was performed using FastStart Universal SYBR Green Master (Rox) (04913850001; Roche) and ABI 7500 Fast real‐time PCR system (Applied Biosystems). Primers are listed in Table S3. The relative expression level of mRNA transcripts was normalized to that of internal control Glyceraldehyde 3‐phosphate dehydrogenase by using the $2^{-\Delta \Delta C_{t}}$ cycle threshold method.

### 2.11 ChIP‐PCR

ChIP was performed using the ChIP EZ‐Magna ChIP A/G One‐Day Chromatin Immunoprecipitation Kits with the following antibodies against mouse H3K4me3 (Ab8580, 1:1000; Abcam) and normal rabbit immunoglobulin G (IgG) (SC‐2027, 1:1000; Santa Cruz). A total of 3 × 10^6^ sorted cells was fixed and cross‐linked by 1% formaldehyde for precisely 10 minutes with gently shaking (300 rpm). The fixation of chromatin was stopped by 0.125 mol/L glycine. After cell lysis with 200 μL nuclear lysis buffer, sonication was done under 4°C (30 seconds on and 30 seconds off × 15 cycles). After sonication, DNA fragmentation to a length between 200 to 500 base pairs was checked on 1.5% agarose gel. A part of the sheared DNA sample (10%) was used as input. After immunoprecipitation, reverse cross‐links of protein/DNA complexes to free DNA was performed by proteinase K at 62°C. The H3K4me3 binding to a promoter of targeted genes (Cebpe and Gfi‐1) was evaluated by RT‐qPCR using FastStart Universal SYBR Green Master (Rox) (04913850001; Roche) and ABI 7500 Fast real‐time PCR system (Applied Biosystems). Primers are listed in Table S3. Percent input method was used for evaluation: %input = $100\times 2^{\left[(C_{t}^{input}-3.32)-C_{t}^{H3K4me3\,\;or\;\,IgG\,\;control}\right]}$, which were compared between WT and *Lmna* ^Myeko^ mice.

### 2.12 Western blot analysis

Protein extracts from Gr‐1^+^CD11b^+^, CD11b^+^Ly6C^+^, and CD11b^+^Ly6G^+^ cells were analyzed by Western blot analysis. The following primary antibodies were used: lamin A/C (SC‐6214, 1:1000; Santa Cruz), Gfi‐1 (ab21061, 1:2000; Abcam), C/EBPε (NBP1‐85446, 1:1000; Novus) Acetyl‐H3 (9649S, 1:1000; CST), Histone 3 (14269S, 1:1000; CST), and β‐actin (SC69879, 1:2000; Santa Cruz). Anti‐mouse/rabbit/goat secondary antibodies were purchased from Bio‐Rad (1:3000‐5000 dilution). The blotting images were taken by ChemiDoc Touch Imaging System (Bio‐Rad), and Image Lab software (Bio‐Rad) was used for analysis.

### 2.13 Immunofluorescence

Cells were fixed in 100% cold methanol for 10 minutes and permeabilized for 10 minutes in 0.3% Triton X‐100 in phosphate‐buffered saline. After blocking with 5% normal Donkey serum (Ab7475; Abcam) for 1 hour, cells were incubated overnight at 4°C with following primary antibodies: lamin A/C (sc6215, 1:100; Santa Cruz), lamin B1 (ab16048, 1:100; Abcam 1:1000), H3K4me3 (ab8580, 1:500; Abcam), and H3K9me3 (ab8898, 1:500; Abcam). The cells were then incubated with Alexa Fluor 488 and 594 donkey anti‐goat/rabbit IgG (H+L) (A‐11055/R‐37119, Life Technologies 1:500) for 2 hours, and then mounted with Antifade Mounting medium with DAPI (4′,6‐diamidino‐2‐phenylindole) (VECTASHIELD). Fluorescence was examined by microscopy (Olympus IX‐81) or confocal laser scanning microscope (LSM710; Zeiss). The fluorescence intensity of lamin A/C in each cell was measured by the ImageJ software.

### 2.14 Human correlative studies

Publicly available datasets of human peripheral mononuclear cells (PBMCs) from patients with breast cancer (GSE27567) was used to investigate the correlation of *Lmna*‐targeted gene expression levels. GEO2R analyzer was used for collecting expression values of samples in each data set. The logarithm with base 2 (expression value/median value) was calculated in each sample.

### 2.15 Statistical analysis

GraphPad Prism was used for graphs and for statistics. Unless otherwise indicated, all data were analyzed using the one‐tailed Student *t* test and are expressed as mean ± standard error of the mean. Differences were considered statistically significant when the *p*‐value was <.05.

## 3 RESULTS

### 3.1 Lamin A/C expression in granulocytic or monocytic myeloid cell differentiation

We first noticed a gradual decrease of lamin A/C in immature myeloid cells or Gr‐1^+^CD11b^+^ cells during mammary tumor progression in both E0771‐M1‐ and 4T1 tumor models (Figure 1A). This result was also observed in genetically engineered MMTV‐PyMT and MMTV‐Neu transgenic mice (Figure S1A). Gr‐1^+^CD11b^+^ cells are composed of monocytic and granulocytic myeloid subsets.^17^ The granulocytic subset showed a clear lack of lamin A/C expression compared with that of a monocytic subset (Figure 1B), with no difference in lamin B1 expression (Figure S1B). This difference in lamin A/C expression between the two myeloid subsets was further verified in sorted CD11b^+^Ly6G^+^ cells from healthy control and E0771‐M1 or 4T1 tumor‐bearing mice (Figures 1C,D and S1C). Notably, the CD11b^+^Ly6G^+^ granulocytic subset but not the CD11b^+^Ly6C^+^ monocytic subset was expanded during metastatic progression in both E0771‐M1 and 4T1 tumor models (Figure 1E). Thus, we speculate that lamin A/C may have a role in myeloid cell lineage differentiation under tumor conditions. In addition, lamin A/C expression was decreased in PBMCs from breast cancer patients compared to those from healthy donors (Figure 1F; GSE27567 data set).

**Figure 1:**
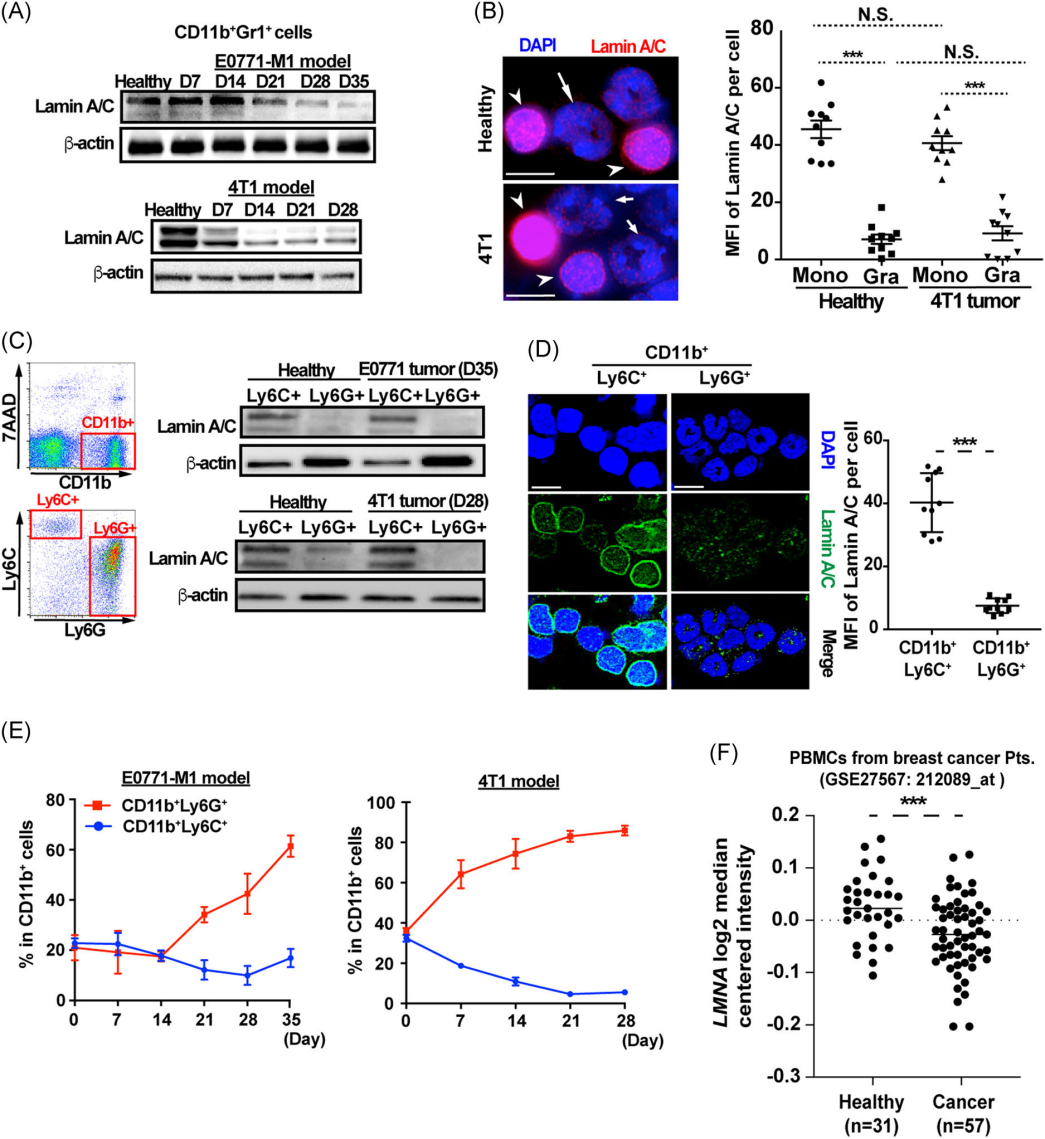
Lamin A/C expression is decreased in granulocytic myeloid cells. A, Lamin A/C Western blot analysis of CD11b^+^Gr1^+^cells from spleens of E0771‐M1 (upper) or 4T1 (lower) tumor‐bearing mice. B, Immunofluorescence (IF) of lamin A/C (red) and DAPI (blue) in splenic Gr1^+^CD11b^+^ cells of healthy (upper) and 4T1 tumor‐bearing mice (lower). Monocytic (arrow heads) and granulocytic (arrows) are indicated. The quantitative data of lamin A/C mean fluorescence intensity per cell is on the right (n = 10 cells evaluated). C, Lamin A/C expression in myeloid cell subsets: Left: gating strategy. Right: lamin A/C Western of splenic CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells from healthy control and E0771‐M1 (upper right) or 4T1 (lower right) tumor‐bearing mice. D, Lamin A/C IF (green) and DAPI (blue) in sorted CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^cells from spleens of 4T1 tumor‐bearing mice (left). The quantitative data of lamin A/C mean fluorescence intensity per cell is on the right (n = 10 cells evaluated). E, Percentage of CD11b^+^Ly6G^+^ granulocytic subset and the CD11b^+^Ly6C^+^ monocytic subset during metastatic progression in E0771‐M1 and 4T1 tumor models. F, Lamin A/C expression levels in human peripheral blood mononuclear cells (PBMCs) from breast cancer patients (n = 57) and healthy donors (n = 31) (GSE27567). Data are represented as mean ± standard error of the mean. All scale bars = 10 μm. DAPI, 4′,6‐diamidino‐2‐phenylindole; *NS*, not significant. *P < .05; ***P < .001 [Color figure can be viewed at wileyonlinelibrary.com]

### 3.2 Myeloid‐specific lamin A/C knockout promotes a granulocytic lineage differentiation that enhances tumor metastasis

Lamin A/C has been shown to modulate human hematopoietic differentiation programs.^28^ To examine whether lamin A/C has any effect on myeloid lineage differentiation, mice with *Lmna* gene deletion specifically in myeloid cells (*Lmna* ^MyeKO^) were generated through the cross‐breeding of *Lmna* floxed mice with LysM‐Cre transgenic mice (Figure S2A). Gr‐1^+^CD11b^+^ myeloid cells, but not CD19^+^B220^+^ B cells or CD3^+^ T cells, showed lamin A/C downregulation in *Lmna* ^MyeKO^ mice (Figure S2B). Within the myeloid compartment, *Lmna* recombination was observed in both granulocytic and monocytic subsets, which was validated by RT‐qPCR and immunofluorescence analysis (Figures 2A and S2C). Interestingly, *Lmn*a^MyeKO^ mice bearing E0771‐M1, a TNBC breast cancer cell line variant from E0771 with high metastatic capacity, showed an increase in metastatic lung nodules but with no effect on primary tumor size when compared with wt mice (Figures 2B and S2D). A similar result was observed in the experimental metastasis of LLC cells (Figure 2C). These results suggest that lamin A/C has critical functions in suppressing cancer metastasis.

**Figure 2:**
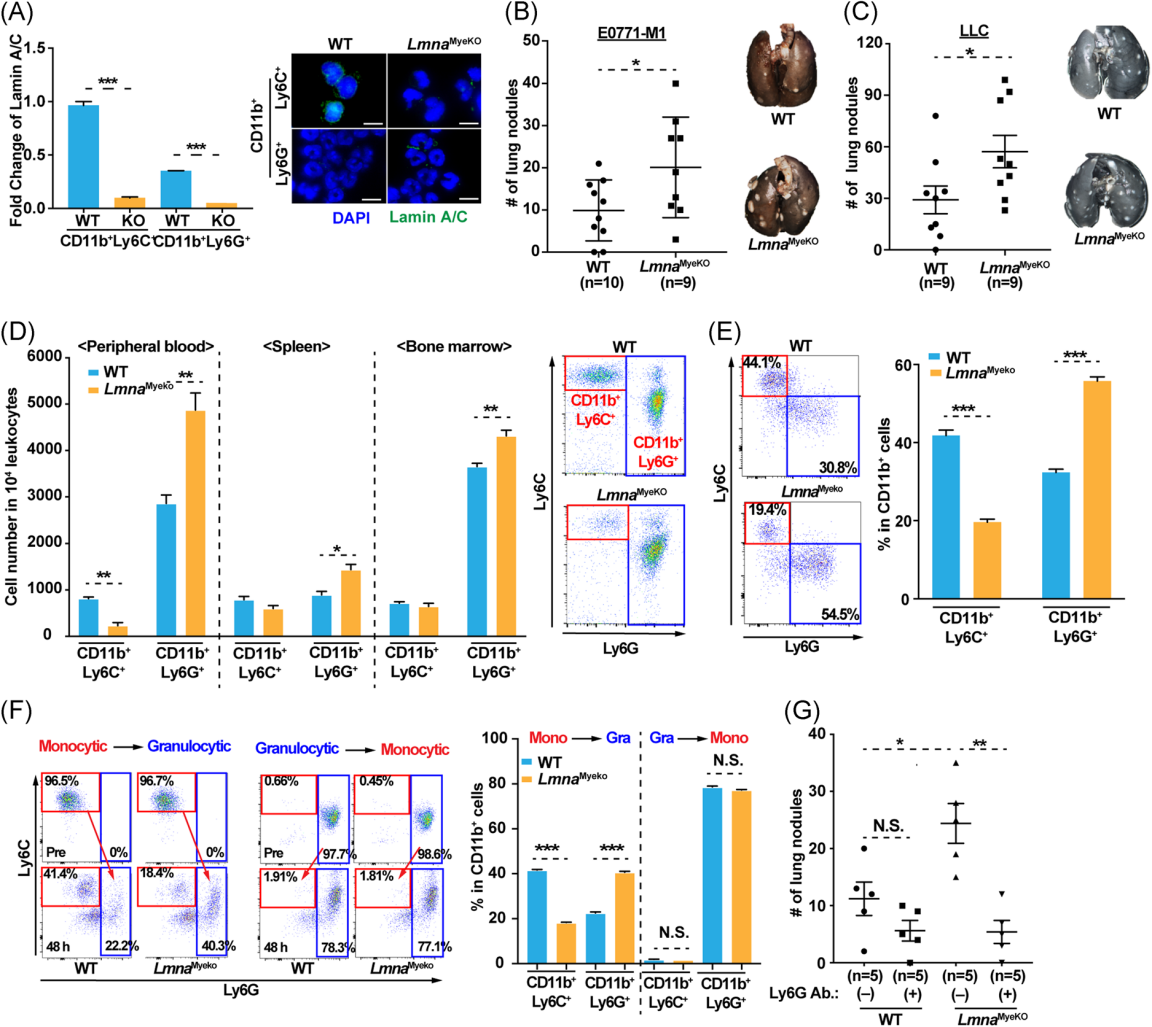
Myeloid‐specific deletion of lamin A/C decreases lung metastasis through the correction of myeloid lineage differentiation. A, Percentage of splenic CD11b^+^Ly6C^+^ cells (blue) and CD11b^+^Ly6G^+^cells (red) in time‐course experiments for E0771‐M1 (left) or 4T1 (right) tumor‐bearing mice at indicated days after tumor injection. Left: RT‐qPCR for fold change of lamin A/C and Right: lamin A/C IF (green) and DAPI (blue) in CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells from the spleen of E0771‐M1 tumor‐bearing wt or *Lmna* ^MyeKO^ mice. B, C, Left: the number of metastatic nodules in the lungs of wt and *Lmna* ^MyeKO^ mice with E0771‐M1 breast tumor (n = 9‐10, B) or the LLC experimental metastasis (n = 9, C). Representative lungs stained by Indian ink on the right panels. D, The number of CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells in 10^4^ leukocytes of peripheral blood, spleen, and bone marrow of E0771‐M1 tumor‐bearing wt mice or *Lmna* ^MyeKO^ mice. Representative flow cytometry analysis for peripheral blood samples is shown on the right. E, Ex vivo differentiation of hematopoietic stem/progenitor cells (HS/PCs) from wt or *Lmna* ^MyeKO^ mice bearing E0771‐M1 tumors. Left: representative flow cytometry analysis. Right: percentage of CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells. F, Ex vivo *trans*‐differentiation of CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells from wt or *Lmna* ^MyeKO^ mice bearing E0771‐M1 tumors. Left panels: flow cytometry analysis of Ly6C^+^ monocytic and Ly6G^+^ granulocytic subsets. Arrows indicate myeloid *trans*‐differentiation. Right: percentage of CD11b^+^Ly6C^+^ cells and CD11b^+^Ly6G^+^ cells. G, The number of lung nodules in E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice (n = 5) with or without in vivo depletion of CD11b^+^Ly6G^+^ cells. The data are represented as mean ± standard error of the mean. DAPI, 4′,6‐diamidino‐2‐phenylindole; IF, immunofluorescence; KO, knockout; LLC, Lewis lung carcinoma; RT‐qPCR, reverse‐transcription quantitative polymerase chain reaction; wt, wild‐type. *P < .05; **P < .01; ***P < .001 [Color figure can be viewed at wileyonlinelibrary.com]

There was no difference in the number of CD3^+^CD4^+^ T cells, CD3^+^CD8^+^ T cells, and CD19^+^B220^+^ B cells comparing E0771‐M1 tumor‐bearing wt with *Lmna* ^MyeKO^ mice (Figure S2E). However, *Lmna* ^MyeKO^ mice bearing E0771‐M1 tumors showed an increased number of CD11b^+^Ly6G^+^ cells in PB, spleen, and BM when compared to those from wt mice, while the CD11b^+^Ly6C^+^ cells were decreased in PB but no changes in the spleen or BM (Figure 2D). Consistently, HS/PCs from *Lmna* ^MyeKO^ mice showed enhanced differentiation into CD11b^+^Ly6G^+^ cells in E0771‐M1 tumor‐conditioned medium in ex vivo culture (Figures 2E and S2F). Moreover, lamin A/C knockout enhanced *trans*‐differentiation to granulocytic CD11b^+^Ly6G^+^ cells in ex vivo culture compared to those from wt mice (Figures 2F and S2G). In contrast, CD11b^+^Ly6G^+^ cells were not able to *trans*‐differentiate into CD11b^+^Ly6C^+^ cells (Figure 2F). These data suggest that loss of lamin A/C promotes and accumulates granulocytic lineage differentiation in tumor‐bearing mice. To examine whether the increased granulocytic subset due to loss of lamin A/C is responsible for enhanced lung metastasis, CD11b^+^Ly6G^+^ cells were depleted with Ly6G neutralizing antibody (Figure S2H), which showed a decreased number of metastatic nodules in E0771‐M1 tumor‐bearing *Lmna* ^MyeKO^ mice (Figure 2G). In contrast, depletion of CD11b^+^Ly6C^+^ cells did not significantly affect metastatic phenotype in E0771‐M1 tumor‐bearing *Lmna* ^MyeKO^ mice (Figure S2I). These data demonstrate that myeloid‐specific lamin A/C knockout increases lung metastasis via increased granulocytic myeloid cells.

### 3.3 Loss of lamin A/C elicits H3K4me3‐mediated enhancing the expression of transcription factors enabling granulocytic cell differentiation

Lamin A/C prominently interacts with heterochromatin through LADs to suppress gene transcription.^25^, ^26^ To dissect the molecular mechanisms in the enhanced granulocytic lineage differentiation in *Lmna* ^MyeKO^ mice, we first noticed the deformed and partially segmented nuclei in CD11b^+^Ly6C^+^ cells similar to that CD11b^+^Ly6G^+^ cells (Figure 3A). This led us to investigate whether loss of lamin A/C causes chromatin remodeling, and changes in H3K4me3 and H3K9me3, markers of euchromatin and heterochromatin, respectively. H3K4me3 was visibly higher in Gr1^+^CD11b^+^ cells expressing low levels of lamin A/C compared with those expressing high levels of lamin A/C (Figure 3B). H3K4m3‐high and lamin A/C‐low cells also showed hyperlobular nuclear shape (Figure 3B). In contrast, there was no difference in H3K9me3 (Figure 3B). The higher H3K4me3 level was further validated in lamin A/C‐deficient CD11b^+^Ly6C^+^ cells compared with wt control, which is comparable to that of wt‐CD11b^+^Ly6G^+^ cells showing decreased lamin A/C (Figure 3C). These data indicate that loss of lamin A/C causes epigenetic activation in nuclei of immature myeloid cells.

**Figure 3:**
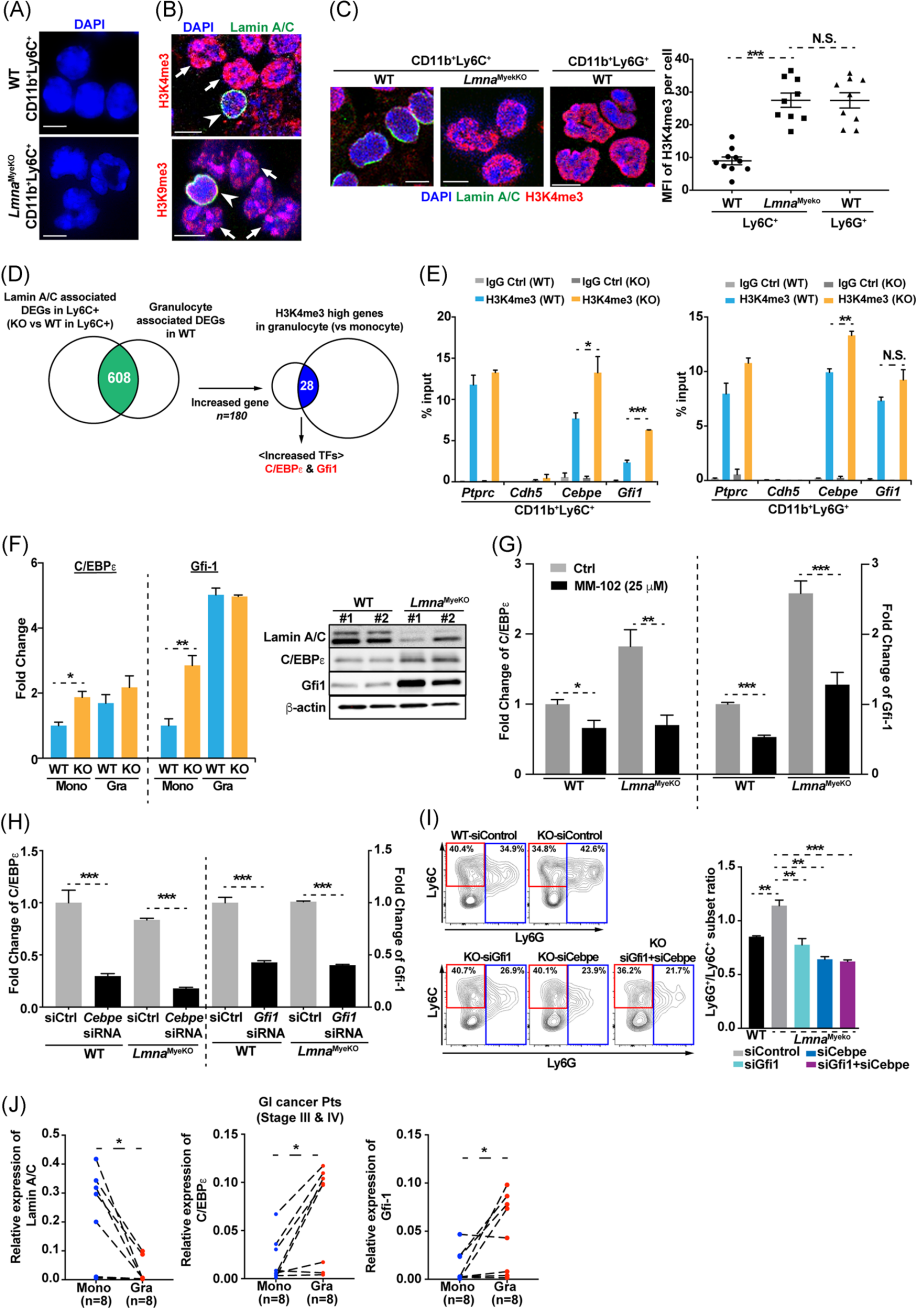
Deletion of lamin A/C promotes H3K4me3‐mediated epigenetic activation and granulocytic lineage differentiation. A, Hyperlobular nuclear morphology in lamin A/C‐deficient CD11b^+^Ly6C^+^ cells sorted from spleens of E0771‐M1 tumor‐bearing *Lmna* ^MyeKO^ compared to the wt mice. B, Lamin A/C IF (green), H3K4me3 or H3K9me3 (red) and DAPI (blue) in a monocytic subset (arrow heads) and a granulocytic subset (arrows) from 4T1 tumor‐bearing mice. C, Left: lamin A/C IF (green), H3K4me3 (red), and DAPI (blue) in CD11b^+^Ly6C^+^ cells from spleens of E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice. CD11b^+^Ly6G^+^cells from wt mice as positive control for H3K4me3. Right: the quantitative data of H3K4me3 mean fluorescence intensity per cell (n = 9‐10 cells evaluated). D, Schematic identification of key TFs C/EBPε and Gfi‐1 (in red). Transcriptome from CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells of wt and *Lmna* ^MyeKO^ mice was intersected with the public H3K4me3‐ChIP‐seq data set. Green shows the differential expressed genes comparing lamin A/C deficient with wt‐CD11b^+^Ly6C^+^ cells. E, H3K4me3‐ChIP‐PCR for C/EBPε or Gfi‐1 expression. *Ptprc* and *Cdh5* as positive and negative controls respectively. F, C/EBPε or Gfi‐1 RT‐qPCR (left) and Western blot analysis (right). E, F, Both myeloid subsets were sorted from spleens of wt and *Lmna* ^MyeKO^ mice. G, C/EBPε or Gfi‐1 RT‐qPCR of sorted CD11b^+^Ly6C^+^ cells treated with MLL1 inhibitor MM‐102. H, C/EBPε or Gfi‐1 RT‐qPCR of sorted Lin^–^CD117^+^ScaI^–^CD34^+^ progenitor cells from E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice with siRNA knockdown of C/EBPε or Gfi‐1. I, Ex vivo myeloid lineage differentiation from progenitor cells of wt and *Lmna* ^MyeKO^ mice. Upper: representative flow cytometry of CD11b^+^Ly6C^+^ and CD11b^+^Ly6G^+^ cells. Lower: quantitative data. J, RT‐qPCR of lamin A/C (left), C/EBPε (middle), and Gfi‐1 (right) in monocytic (Mono) and granulocytic (Gra) subsets in peripheral blood from advanced GI cancer patients (n = 8). The data are represented as mean ± standard error of the mean. All Scale bars = 10 μm. ChIP, chromatin immunoprecipitation; DAPI, 4′,6‐diamidino‐2‐phenylindole; IF, immunofluorescence; IgG, immunoglobulin G; KO, knockout; MLL1, mixed lineage leukemia 1; NS, not significant. RT‐qPCR, reverse‐transcription quantitative polymerase chain reaction; wt, wild‐type. *P < .05, **P < .01, ***P < .001 [Color figure can be viewed at wileyonlinelibrary.com]

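RNA was sequenced from monocytic (CD11b+Ly6C+) and granulocytic (CD11b+Ly6G+) myeloid cells sorted from wt and LmnaMyeKO mice, in which LysM-Cre deletes Lmna in myeloid cells. The 8 samples form 4 groups of 2, one for each genotype and subset. The subset of each sample was taken from its title, since the cell-marker label names CD11b+Ly6C+ for every sample. The authors trimmed the reads, aligned them to mm10 with STAR, quantified genes with RSEM and GENCODE M12, and tested differences with DESeq2. Analysed here was the authors' deposited table of 1 comparison, which lists 23084 genes with a mean normalized signal, a log2 fold change, its standard error, a test score, a p-value and an adjusted p-value. All 180 genes of Table S1 have the same p-value and fold change in the authors' deposited table, which sets its direction as lamin A/C-deficient over wt in CD11b+Ly6C+ cells. Values of single samples were not analysed here, so no test was run again. The methods give a range of reads per sample, but the depth of each sample behind these values is unknown, and the 2 replicates of each group enter only through the authors' standard errors. The 95% confidence intervals below were computed from those standard errors, and 11271 of the 13238 genes with an adjusted p-value have an interval reaching less than 1 on the log2 scale to either side. The comparisons within CD11b+Ly6G+ cells and between the wt subsets, from which the paper's list is also built, were not analysed here.
The targeted gene, Lmna (ENSMUSG00000028063), lies on the minus strand of chromosome 3 of mm10 from 88480147 to 88509956. The authors' deposited table gives Lmna a log2 fold change of -0.82 (standard error 0.43) with an adjusted p = 0.798 from DESeq2. The 95% confidence interval of the ratio of lamin A/C-deficient to wt cells runs from 0.317 to 1.01, so the decrease of Lmna was not separated from no change at this precision. The mean signal of Lmna in the authors' deposited table is 79.5. For the deletion itself the paper relies on recombination of Lmna in both subsets, with RT-qPCR and immunofluorescence, none of them analysed here. The authors' deposited table gives Lmnb1, which encodes lamin B1, a log2 fold change of 0.01 (standard error 0.19). At the methods' threshold, an adjusted p-value of at most 0.05 and a fold change of at least 1.5, the authors' deposited table holds 172 genes, 26 increased and 146 decreased in lamin A/C-deficient cells. Adjusting the p-values over all 23084 genes in place of the 13238 that the authors' filter kept gave 141 genes, and an unadjusted p-value under 0.05 at any fold change, the alternative that moved the count most, gave 924.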

RNA‐seq for monocytic and granulocytic myeloid cells from wt and *Lmna* ^MyeKO^ mice revealed 608 differentially expressed genes associated with the presence of lamin A/C (Figures 3D and S3A). Among those, 180 genes were upregulated in lamin A/C‐deficient CD11b^+^Ly6C^+^ cells (Table S1). 

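The 180 genes of Table S1 were matched by symbol to the comparison of lamin A/C-deficient with wt CD11b+Ly6C+ cells. Of the 319 genes with a positive log2 fold change and an unadjusted p-value under 0.05 in the authors' deposited table, 180 are in Table S1 and 139 are not. Of the 26 increased genes that pass the adjusted threshold and the fold change of 1.5, 7 are in Table S1 (Ces1d, Foxred2, Ica1, Plxnd1, Tiam1, Xist and an immunoglobulin kappa variable gene). With the adjustment over all 23084 genes, 4 genes of Table S1 pass, and 180 pass when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The adjustment over the list alone could not have come out otherwise, since all 180 unadjusted p-values are under 0.05. In 54 of the 180 genes the fold change in the authors' deposited table is under 1.5. The 95% confidence interval of the log2 fold change lies above 0 for all 180, as their unadjusted p-values require.

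**Figure D1:**
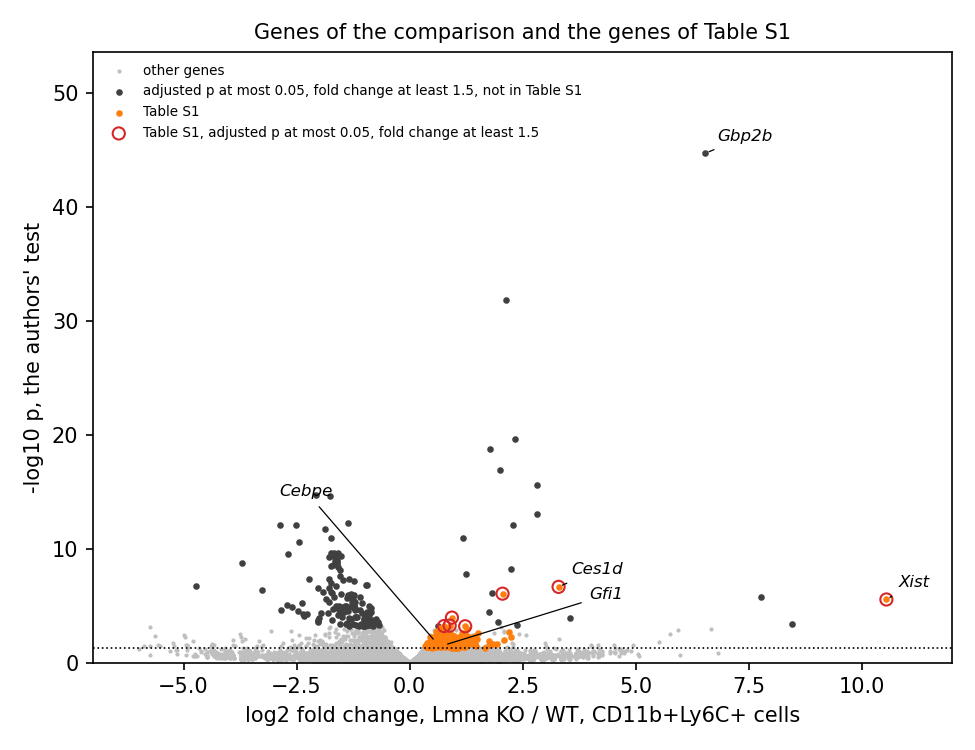
Log2 fold change (lamin A/C-deficient over wt CD11b+Ly6C+ cells, horizontal axis) against -log10 of the unadjusted p-value (vertical axis) for the 23084 genes of the authors' deposited table. Orange points are the 180 genes of Table S1, red circles mark the 7 of them that pass the adjusted threshold and the fold change of 1.5, dark points are other genes that pass, grey points are the rest, and the dotted line is an unadjusted p-value of 0.05.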

Analysis of public datasets of H3K4me3‐ChIP‐seq for monocytes or granulocytes (Cistrome database) showed increased H3K4me3 peaks at promoter regions of monocytic markers (eg Csf1r, Ccr2, and Ly6C) or granulocytic markers (eg Ly6G, S100a8, and S100a9), respectively (Figure S3B). The intersection of H3K4me3 peaks with 180 increased genes in lamin A/C‐deficient CD11b^+^Ly6C^+^ cells revealed 28 genes (Figure 3D and Table S2). Among them, there were two TFs, growth factor independent 1 (Gfi‐1) and CCAAT/enhancer‐binding protein (C/EBPε), which are critical for granulocytic lineage differentiation (Figure 3D). Upregulation of these TFs was confirmed by H3K4me3‐ChIP‐seq analysis (Cistrome database) and ChIP‐PCR, RT‐qPCR, and Western blot analysis (Figures 3E,F and S3C). 

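All 28 genes of Table S2 are among the 180 of Table S1. Their fold changes between lamin A/C-deficient and wt CD11b+Ly6C+ cells in the authors' deposited table run from 1.31 to 2.42, with a median of 1.52. Ica1 passes the adjusted threshold, with a log2 fold change of 0.88 (standard error 0.26, adjusted p = 0.0455 from DESeq2) in the authors' deposited table. None of the 28 passes when the p-values are adjusted over all genes of the table, and all 28 have an unadjusted p-value under 0.05. Adjusted over the list alone, 28 of the 28 pass, which is not independent evidence because the genes were selected on the same samples. With every unadjusted p-value under 0.05, that outcome was fixed in advance. Ordered by log2 fold change, Gfi1 is 7th and Cebpe 16th of the 28. The public H3K4me3 data behind the intersection were not analysed here.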

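Cebpe (ENSMUSG00000052435), which encodes C/EBPε, lies on the minus strand of chromosome 14 of mm10 from 54710360 to 54712174. Its log2 fold change between lamin A/C-deficient and wt CD11b+Ly6C+ cells in the authors' deposited table is 0.58 (standard error 0.24, adjusted p = 0.452 from DESeq2). The 95% confidence interval of the ratio is 1.08 to 2.08. Gfi1 (ENSMUSG00000029275) lies on the minus strand of chromosome 5 from 107716657 to 107726036. The authors' deposited table gives Gfi1 a log2 fold change of 0.75 (standard error 0.35, adjusted p = 0.620 from DESeq2), and the 95% confidence interval of the ratio is 1.05 to 2.69. The unadjusted p-values in the authors' deposited table are 0.0165 for Cebpe and 0.0303 for Gfi1, at rank 132 and rank 208 among the increased genes. The interval of Cebpe lies within that of Gfi1, so the 2 increases cannot be ordered. In the same comparison, marker lists had a median log2 fold change of 0.94 for proliferation (14 of 14 genes higher), 1.14 for promyelocytes (8 of 10 higher, adjusted p = 0.0178 from camera in limma), 0.36 for neutrophil granules (9 of 10 higher, adjusted p = 0.0200) and -0.068 for mature neutrophils (4 of 10 higher). Camera was given only the authors' score, so its p-values do not measure the spread between the 2 replicates. No gene of these lists passes the adjusted threshold, and the promyelocyte genes Elane, Mpo and Prtn3 have standard errors of 1.37, 1.33 and 1.31. The paper takes both factors from the intersection of the increased genes with H3K4me3 peaks. From this, together with ChIP-PCR, RT-qPCR, Western blot, an MLL1 inhibitor and siRNA, none of them analysed here, the paper proposes that their rise after loss of lamin A/C is mediated by H3K4me3 and promotes granulocytic differentiation.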

When treated with an inhibitor of MLL1, a writer for H3K4me3, the increased expressions of C/EBPε and Gfi‐1 in the lamin A/C‐deficient CD11b^+^Ly6C^+^ cells were minimized (Figure 3G). C/EBPε and Gfi‐1knock down by siRNA in lamin A/C‐deficient Lin^−^CD117^+^ScaI^−^CD34^+^ myeloid progenitors diminished the enhanced granulocytic lineage differentiation (Figures 3H,I and S3D,S3E). Together these data suggest that loss of lamin A/C elicits H3K4me3‐mediated upregulation of C/EBPε and Gfi‐1 that promote a granulocytic lineage differentiation. For human studies, monocytic (CD11b^+^CD14^+^HLA‐DR^−^) and granulocytic (CD11b^+^CD14^−^CD15^+^) subsets from PB of advanced GI cancer patients were isolated and evaluated. RT‐qPCR analyses revealed a lower level of lamin A/C expression in the granulocytic subset than that in the monocytic subset, and the lamin A/C expression was inversely correlated with C/EBPε and Gfi‐1 levels (Figure 3J), which is consistent with the observation from mouse models, suggesting the correlation of decreased lamin A/C with increased C/EBPε and Gfi‐1.

### 3.4 Loss of lamin A/C increased immune‐suppressive function of CD11b^+^Ly6C^+^ cells

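Expression of 6 antigen presentation genes was compared between lamin A/C-deficient and wt CD11b+Ly6C+ cells. The MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1 lie on chromosome 17 of mm10. In the authors' deposited table, the log2 fold change is -0.62 (standard error 0.19, adjusted p = 0.0593 from DESeq2) for H2-Aa, -0.57 (standard error 0.18) for H2-Ab1 and -0.61 (standard error 0.20) for H2-Eb1. Cd74, the invariant chain, and Ciita, the class II transactivator, have log2 fold changes of -0.43 (standard error 0.19) and -0.51 (standard error 0.22) in the authors' deposited table. Cd86, a costimulatory molecule, has the lowest of the 6 in the authors' deposited table, -0.74 (standard error 0.25, adjusted p = 0.140 from DESeq2). Every 95% confidence interval lies below 0, from -0.99 to -0.26 for H2-Aa and from -0.80 to -0.06 for Cd74, and the 6 intervals overlap, so the genes cannot be ordered by the size of the decrease. None of the 6 passes an adjusted p-value of 0.05 over all genes, and 6 have an unadjusted p-value under 0.05. Adjusted over the list alone, 6 of 6 pass, though the paper picked the list on these samples. With all 6 unadjusted p-values under 0.05, that outcome was fixed in advance. In the same comparison a list of 10 B-cell genes had a median log2 fold change of -0.56 and a list of 10 macrophage genes had a median of -0.999. A list of dendritic-cell genes went both ways (5 higher, 4 lower, median 0.076).

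**Figure D2:**
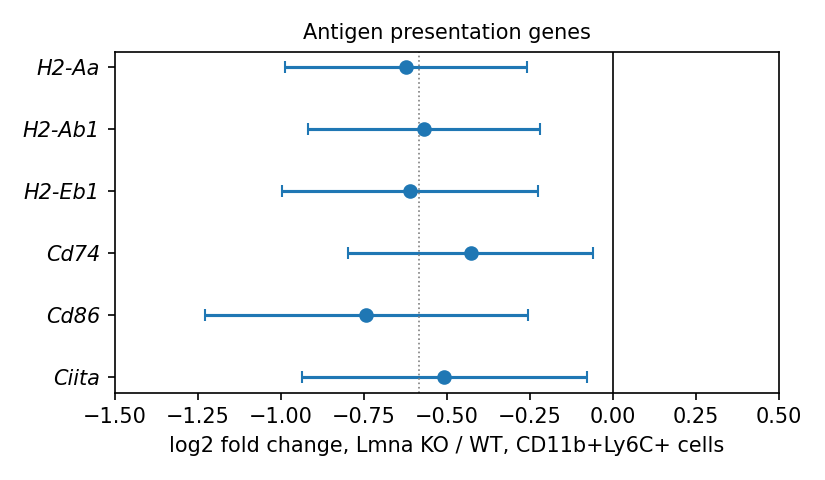
Log2 fold change of 6 antigen presentation genes between lamin A/C-deficient and wt CD11b+Ly6C+ cells in the authors' deposited table (points, horizontal axis), with 95% confidence intervals computed from the deposited standard errors (bars). The solid line marks no change and the dotted line a 1.5-fold decrease, and all 6 bars lie below 0.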

RNA‐seq analysis indicated that loss of lamin A/C decreased the expression of genes that are critical for antigen‐presenting pathways such as MHC (major histocompatibility complex) class II (H2‐Aa, H2‐Ab1, and H2‐Eb1), CD74, CD86, and Ciita in CD11b^+^Ly6C^+^ cells, which was confirmed by RT‐qPCR (Figure 4A). The monocytic myeloid cell subset is already known to be immunosuppressive.^30^, ^31^ Loss of lamin A/C apparently further decreased the antigen‐presenting capacity of these monocytic myeloid cells (Figure 4A). Cytokine protein array analysis showed a decreased immune‐stimulatory chemokine profile in lamin A/C‐deficient CD11b^+^Ly6C^+^ cells compared to wt control (Figure 4B). This is likely critical in trafficking of antigen‐presenting cells into lymph node and cancer tissues as antigen presentation to effector cells is strictly regulated by secretory cytokines and chemokines.^32^ Unexpectedly, there was no obvious difference in M1/M2 cytokine profile between wt and lamin A/C‐deficient CD11b^+^Ly6C^+^ cells as both IL‐12 (M1 cytokine) and IL‐4 (M2 cytokine) were decreased in lamin A/C‐deficient cells (Figure S4A). In functional assays, lamin A/C‐deficient CD11b^+^Ly6C^+^ cells inhibited CD8 T‐cell proliferation (Figure 4C) and antigen‐specific cytotoxicity of CTLs (Figure 4D). Consistently, IFNγ^+^CD8^+^ Τ cells were also decreased in metastatic lungs of E0771‐M1 tumor‐bearing *Lmna* ^MyeKO^ mice compared with wt control (Figure 4E and S4B). These data suggest that loss of lamin A/C not only promotes the granulocytic lineage differentiation but also negatively regulates monocytic myeloid cell function, leading to attenuating antitumor immunity (Figure 4F).

**Figure 4:**
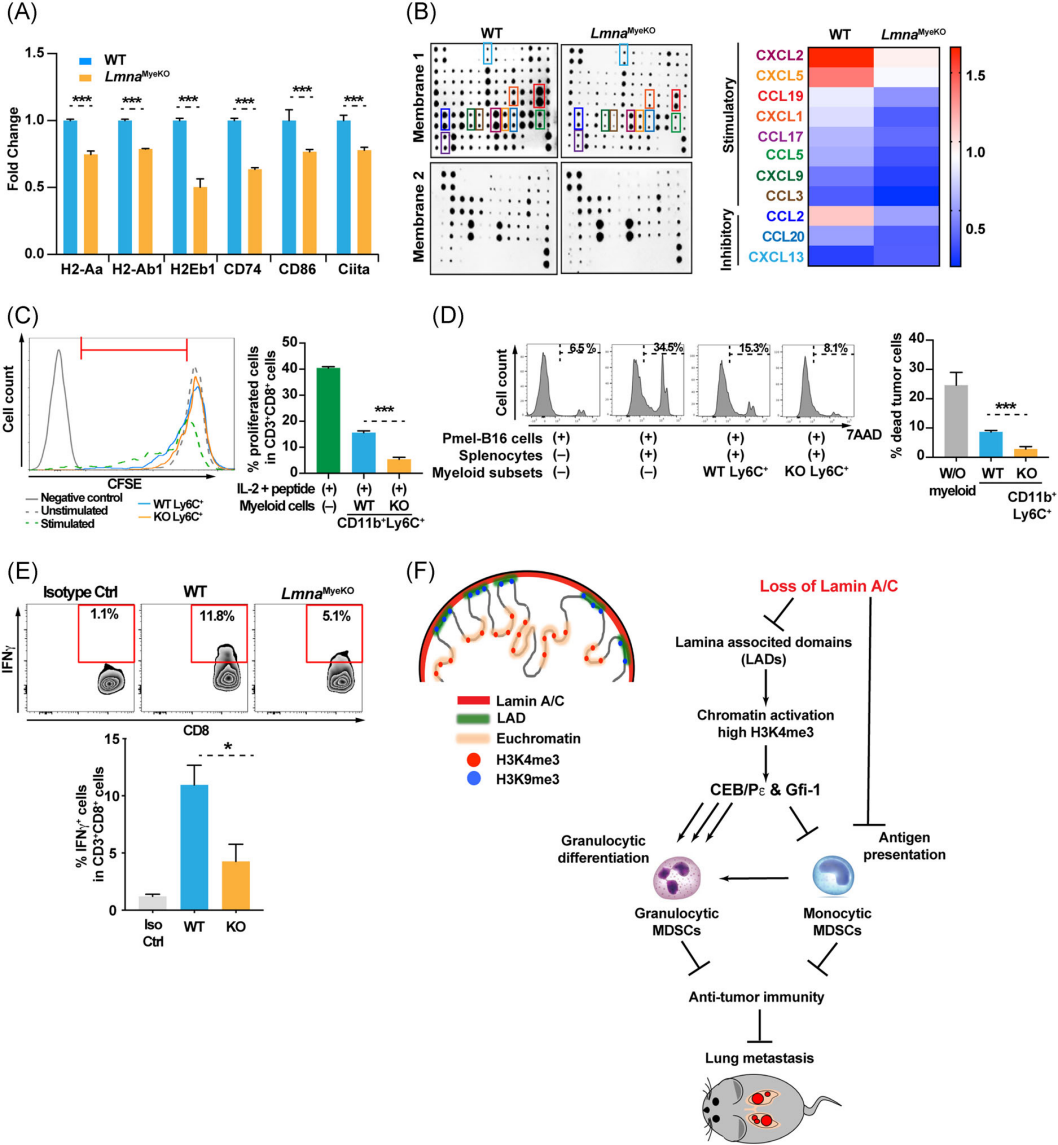
Lamin A/C deletion suppresses antigen‐presenting function and hosts antitumor immunity. A, RT‐qPCR validation of genes targeted by lamin A/C in CD11b^+^Ly6C^+^ cells from spleens of E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice (n = 3). B, Cytokine protein array (left), and Heatmap of stimulatory and inhibitory chemokines (right) of CD11b^+^Ly6C^+^ cells from E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice. C, CD8 T‐cell proliferation in coculture with sorted CD11b^+^Ly6C^+^ cells (Ly6C^+^) from spleens of E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice (n = 3) (left), with quantitative data (right). D, CTL assays: flow cytometry of CFSE dye‐labeled B16 tumor cells expressing gp100 (Pmel) in coculture with splenocytes from TCR‐Pmel‐transgenic mice, with or without the addition of sorted CD11b^+^Ly6C^+^ cells (Ly6C^+^) from spleens of E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice. E, Flow cytometry of IFNγ^+^CD8^+^ T cells in metastatic lungs from E0771‐M1 tumor‐bearing wt and *Lmna* ^MyeKO^ mice (n = 3). F, Schematic hypothesis of lamin A/C functions in myeloid cell differentiation and host antitumor immunity. Quantitative data on the right. All data are represented as mean ± standard error of the mean. CFSE, carboxyfluorescein succinimidyl ester; CTL, cytotoxic T lymphocyte; IFNγ, interferon‐γ; KO, knockout; RT‐qPCR, reverse‐transcription quantitative polymerase chain reaction; TCR, T‐cell receptor; wt, wild‐type. *P < .05, ***P < .001 [Color figure can be viewed at wileyonlinelibrary.com]

## 4 DISCUSSION

We report for the first time that myeloid‐specific lamin A/C attenuation promotes tumor metastasis through increased granulocytic lineage differentiation and decreased CTL‐mediated antitumor immunity. These studies demonstrate the importance of lamin A/C–H3K4me3‐mediated epigenetic regulation of C/EBPε and Gfi‐1 in myeloid lineage differentiation, function as well as host antitumor immunity.

Our data provide insight to the molecular mechanisms of well‐noted immune suppression, dysregulation of myelopoiesis under tumor conditions.^22^, ^30^, ^31^ Previous report showed a role of lamin B receptor in all *trans*‐retinoic acid induced granulopoiesis, which was accompanied by downregulation of lamin A/C.^33^ In addition, overexpression of lamin A/C impaired nucleus shape transition which is important for granulopoiesis.^34^ However, the detailed mechanism of loss of lamin A/C in granulocytic differentiation was largely unknown. In our studies, loss of lamin A/C is a causal factor in driving granulocytic lineage differentiation. Lamin A/C is a nuclear lamina component that retains nuclear shape and makes physical connections with chromatin and loss of lamin A/C causes chromatin remodeling and altered gene transcription profiles.^25^, ^26^ Intersection of the transcriptome from Lmna‐deficient myeloid cell subsets with public H3K4me3‐ChIP‐seq^35^ provided creditable profiles of genes that were epigenetically regulated by lamin A/C. We found lamin A/C is associated with chromatin remodeling in myeloid cells through H3K4me3‐mediated expression of C/EBPε and Gfi‐1 which are important in granulocytic lineage differentiation of immature myeloid cells.^36^, ^37^ In fact, the abnormal differentiation of HS/PCs in BM leads to an expansion of immune‐suppressive granulocytic subset by several transcrption factors, such as STAT3, IRF8, C/EBPβ, and RB1.^38^ We identify two TFs C/EBPε and Gfi‐1 in promoting granulocytic lineage differentiation and in driving a prometastatic microenvironment.

In addition to the granulocytic lineage differentiation, we revealed that loss of lamin A/C also contributes to decreased immune surveillance. Lamin A/C deficiency affects two major aspects of host antitumor immunity: attenuation of the antigen‐presenting pathway and decreased chemoattractant for interaction with effector T cells. For the first aspect, the monocytic subset under tumor condition shows impaired antigen presentation which is consistent with published reports.^30^, ^31^ Loss of lamin A/C negatively regulates monocytic myeloid cell function, leading to attenuated antitumor immunity. The second aspect is particularly interesting. Our data suggest that the critical chemokines that bring the APC and effector T cells into approximate interactions are at stake when lamin A/C expression is reduced (Figure 4B). Our observations are supported by previous studies reporting that lamina‐associated domains contain genes important in host immune response and loss of lamin‐mediated chromatin remodeling affects the regulation of those genes.^26^

In conclusion, our studies provide mechanistic insight for lamin A/C mediated epigenetic regulation of myeloid lineage differentiation and immune‐suppressive function, suggesting that proper epigenetic inhibitors could be utilized to redirect myeloid lineage differentiation and to enhance host antitumor immunity. This systemic correction of the immune‐suppressive microenvironment provides additional options to enhance the efficacy of cancer immunotherapy.

## CONFLICT OF INTERESTS

The authors declare that there are no conflict of interests.

## Supporting information

Supporting information Click here for additional data file.

Supporting information Click here for additional data file.

Supporting information Click here for additional data file.

Supporting information Click here for additional data file.

Supporting information Click here for additional data file.

Supporting information Click here for additional data file.

Supporting information Click here for additional data file.

## References

[1] Steeg PS . Targeting metastasis. Nat Rev Cancer. 2016;16(4):201‐218.2700939310.1038/nrc.2016.25PMC7055530

[2] Liedtke C , Mazouni C , Hess KR , et al. Response to neoadjuvant therapy and long‐term survival in patients with triple‐negative breast cancer. J Clin Oncol. 2008;26(8):1275‐1281.1825034710.1200/JCO.2007.14.4147

[3] Foulkes WD , Smith IE , Reis‐Filho JS . Triple‐negative breast cancer. N Engl J Med. 2010;363(20):1938‐1948.2106738510.1056/NEJMra1001389

[4] Bianchini G , Balko JM , Mayer IA , Sanders ME , Gianni L . Triple‐negative breast cancer: challenges and opportunities of a heterogeneous disease. Nat Rev Clin Oncol. 2016;13(11):674‐690.2718441710.1038/nrclinonc.2016.66PMC5461122

[5] Zacharakis N , Chinnasamy H , Black M , et al. Immune recognition of somatic mutations leading to complete durable regression in metastatic breast cancer. Nat Med. 2018;24(6):724‐730.2986722710.1038/s41591-018-0040-8PMC6348479

[6] Zaretsky JM , Garcia‐Diaz A , Shin DS , et al. Mutations associated with acquired resistance to PD‐1 blockade in melanoma. N Engl J Med. 2016;375(9):819‐829.2743384310.1056/NEJMoa1604958PMC5007206

[7] Restifo NP , Smyth MJ , Snyder A . Acquired resistance to immunotherapy and future challenges. Nat Rev Cancer. 2016;16(2):121‐126.2682257810.1038/nrc.2016.2PMC6330026

[8] Coussens LM , Werb Z . Inflammation and cancer. Nature. 2002;420(6917):860‐867.1249095910.1038/nature01322PMC2803035

[9] Grivennikov SI , Greten FR , Karin M . Immunity, inflammation, and cancer. Cell. 2010;140(6):883‐899.2030387810.1016/j.cell.2010.01.025PMC2866629

[10] Noy R , Pollard JW . Tumor‐associated macrophages: from mechanisms to therapy. Immunity. 2014;41(1):49‐61.2503595310.1016/j.immuni.2014.06.010PMC4137410

[11] Fridlender ZG , Sun J , Kim S , et al. Polarization of tumor‐associated neutrophil phenotype by TGF‐beta: “N1” versus “N2” TAN. Cancer Cell. 2009;16(3):183‐194.1973271910.1016/j.ccr.2009.06.017PMC2754404

[12] Gabrilovich DI , Nagaraj S . Myeloid‐derived suppressor cells as regulators of the immune system. Nat Rev Immunol. 2009;9(3):162‐174.1919729410.1038/nri2506PMC2828349

[13] Mirza N , Fishman M , Fricke I , et al. All‐trans‐retinoic acid improves differentiation of myeloid cells and immune response in cancer patients. Cancer Res. 2006;66(18):9299‐9307.1698277510.1158/0008-5472.CAN-06-1690PMC1586106

[14] Jordan KR , Amaria RN , Ramirez O , et al. Myeloid‐derived suppressor cells are associated with disease progression and decreased overall survival in advanced‐stage melanoma patients. Cancer Immunol Immunother. 2013;62(11):1711‐1722.2407240110.1007/s00262-013-1475-xPMC4176615

[15] Roberts ME , Wagner L , Zorjan S , Nemeth E , van Toor D , Czaplinski M . Testing the Situationism Scale in Europe: scale validation, self‐regulation and regional differences. Int J Psychol. 2017;52(4):264‐272.2870332710.1002/ijop.12211

[16] Marvel D , Gabrilovich DI . Myeloid‐derived suppressor cells in the tumor microenvironment: expect the unexpected. J Clin Invest. 2015;125(9):3356‐3364.2616821510.1172/JCI80005PMC4588239

[17] Bronte V , Brandau S , Chen SH , et al. Recommendations for myeloid‐derived suppressor cell nomenclature and characterization standards. Nat Commun. 2016;7:12150.2738173510.1038/ncomms12150PMC4935811

[18] Pang Y , Gara SK , Achyut BR , et al. TGF‐beta signaling in myeloid cells is required for tumor metastasis. Cancer Discov. 2013;3(8):936‐951.2366155310.1158/2159-8290.CD-12-0527PMC4678771

[19] Ishii H , Vodnala SK , Achyut BR , et al. miR‐130a and miR‐145 reprogram Gr‐1(+)CD11b(+) myeloid cells and inhibit tumor metastasis through improved host immunity. Nat Commun. 2018;9(1):2611.2997359310.1038/s41467-018-05023-9PMC6031699

[20] Ji H , Ehrlich LIR , Seita J , et al. Comprehensive methylome map of lineage commitment from haematopoietic progenitors. Nature. 2010;467(7313):338‐342.2072054110.1038/nature09367PMC2956609

[21] Alvarez‐Errico D , Vento‐Tormo R , Sieweke M , Ballestar E . Epigenetic control of myeloid cell differentiation, identity and function. Nat Rev Immunol. 2015;15(1):7‐17.2553461910.1038/nri3777

[22] Youn JI , Kumar V , Collazo M , et al. Epigenetic silencing of retinoblastoma gene regulates pathologic differentiation of myeloid cells in cancer. Nat Immunol. 2013;14(3):211‐220.2335448310.1038/ni.2526PMC3578019

[23] Li B , Carey M , Workman JL . The role of chromatin during transcription. Cell. 2007;128(4):707‐719.1732050810.1016/j.cell.2007.01.015

[24] Bickmore WA , van Steensel B . Genome architecture: domain organization of interphase chromosomes. Cell. 2013;152(6):1270‐1284.2349893610.1016/j.cell.2013.02.001

[25] Reddy KL , Zullo JM , Bertolino E , Singh H . Transcriptional repression mediated by repositioning of genes to the nuclear lamina. Nature. 2008;452(7184):243‐247.1827296510.1038/nature06727

[26] van Steensel B , Belmont AS . Lamina‐associated domains: links with chromosome architecture, heterochromatin, and gene repression. Cell. 2017;169(5):780‐791.2852575110.1016/j.cell.2017.04.022PMC5532494

[27] Naetar N , Korbei B , Kozlov S , et al. Loss of nucleoplasmic LAP2alpha‐lamin A complexes causes erythroid and epidermal progenitor hyperproliferation. Nat Cell Biol. 2008;10(11):1341‐1348.1884998010.1038/ncb1793

[28] Shin JW , Spinler KR , Swift J , Chasis JA , Mohandas N , Discher DE . Lamins regulate cell trafficking and lineage maturation of adult human hematopoietic cells. Proc Natl Acad Sci USA. 2013;110(47):18892‐18897.2419102310.1073/pnas.1304996110PMC3839750

[29] Wang AS , Kozlov SV , Stewart CL , Horn HF . Tissue‐specific loss of A‐type lamins in the gastrointestinal epithelium can enhance polyp size. Differentiation. 2015;89(1‐2):11‐21.2557847910.1016/j.diff.2014.12.002

[30] Youn JI , Nagaraj S , Collazo M , Gabrilovich DI . Subsets of myeloid‐derived suppressor cells in tumor‐bearing mice. J Immunol. 2008;181(8):5791‐5802.1883273910.4049/jimmunol.181.8.5791PMC2575748

[31] Movahedi K , Guilliams M , van den Bossche J , et al. Identification of discrete tumor‐induced myeloid‐derived suppressor cell subpopulations with distinct T cell‐suppressive activity. Blood. 2008;111(8):4233‐4244.1827281210.1182/blood-2007-07-099226

[32] Chen DS , Mellman I . Oncology meets immunology: the cancer‐immunity cycle. Immunity. 2013;39(1):1‐10.2389005910.1016/j.immuni.2013.07.012

[33] Zwerger M , Herrmann H , Gaines P , Olins AL , Olins DE . Granulocytic nuclear differentiation of lamin B receptor‐deficient mouse EPRO cells. Exp Hematol. 2008;36(8):977‐987.1849532810.1016/j.exphem.2008.03.003PMC2547467

[34] Rowat AC , Jaalouk DE , Zwerger M , et al. Nuclear envelope composition determines the ability of neutrophil‐type cells to passage through micron‐scale constrictions. J Biol Chem. 2013;288(12):8610‐8618.2335546910.1074/jbc.M112.441535PMC3605679

[35] Lara‐Astiaso D , Weiner A , Lorenzo‐Vivas E , et al. Immunogenetics. Chromatin state dynamics during blood formation. Science. 2014;345(6199):943‐949.2510340410.1126/science.1256271PMC4412442

[36] Yamanaka R , Barlow C , Lekstrom‐Himes J , et al. Impaired granulopoiesis, myelodysplasia, and early lethality in CCAAT/enhancer‐binding protein epsilon‐deficient mice. Proc Natl Acad Sci USA. 1997;94(24):13187‐13192.937182110.1073/pnas.94.24.13187PMC24284

[37] Karsunky H , Zeng H , Schmidt T , et al. Inflammatory reactions and severe neutropenia in mice lacking the transcriptional repressor Gfi1. Nat Genet. 2002;30(3):295‐300.1181010610.1038/ng831

[38] Condamine T , Mastio J , Gabrilovich DI . Transcriptional regulation of myeloid‐derived suppressor cells. J Leukoc Biol. 2015;98(6):913‐922.2633751210.1189/jlb.4RI0515-204RPMC4661041

# Supplementary material for: Loss of myeloid‐specific lamin A/C drives lung metastasis through Gfi‐1 and C/EBPε‐mediated granulocytic differentiation
**Source:** Mol Carcinog. 2020 Jan 7;59(7):679–90. doi: 10.1002/mc.23147
**Supplement:** Supplementary file 5 — Supporting information

**Supplementary Table 1**:

Increased genes in Lamin A/C-deficient monocytic myeloid cells compared with wt-monocytic myeloid cells.

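Table S1 lists a p-value and a fold change (lamin A/C-deficient over wt) for each of 180 genes in monocytic myeloid cells, and the p-values are the unadjusted ones of the authors' test. The fold changes of these genes in the authors' deposited table run from 1.27 to 1488, with a median of 1.75. The largest is that of Xist, the transcript that silences one X chromosome in female cells, with a log2 fold change of 10.54 (standard error 2.25, adjusted p = 0.000536 from DESeq2) in the authors' deposited table. Its 95% confidence interval on the log2 scale runs from 6.12 to 14.95. The 4 Y-linked genes tested were all lower in lamin A/C-deficient cells, with a median log2 fold change of -0.60. Ces1d has a log2 fold change of 3.29 (standard error 0.64) in the authors' deposited table. The interval of Ces1d runs from 2.05 to 4.54.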

# Supplementary material for: Loss of myeloid‐specific lamin A/C drives lung metastasis through Gfi‐1 and C/EBPε‐mediated granulocytic differentiation
**Source:** Mol Carcinog. 2020 Jan 7;59(7):679–90. doi: 10.1002/mc.23147
**Supplement:** Supplementary file 6 — Supporting information

**Supplementary Table 1**:

Increased genes after intersected with H3K4me3 ChIP-seq analysis.

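Table S2 gives, for each of 28 genes, a region of 500 bp with its H3K4me3 fold between granulocytes and monocytes. Set against the GENCODE M21 annotation of mm10, 26 of the 28 regions lie within 1000 bp of an annotated transcript start of their gene and 11 contain one. The region of Cebpe, on chromosome 14 from 54711515 to 54712015, lies within exon 1, 159 bp from the annotated start. That of Gfi1, on chromosome 5 from 107724951 to 107725451, overlaps no annotated exon and ends 354 bp from the nearest annotated start, at 107725805. The paper's H3K4me3 fold is 17.6 for Cebpe, rank 4 of the 28, and 3.10 for Gfi1, rank 16. Across the 28 genes, which are not independent replicates, the paper's H3K4me3 fold and the log2 fold change between lamin A/C-deficient and wt cells had a Spearman rho of 0.187 (permutation test, two-sided p = 0.338).

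**Figure D3:**
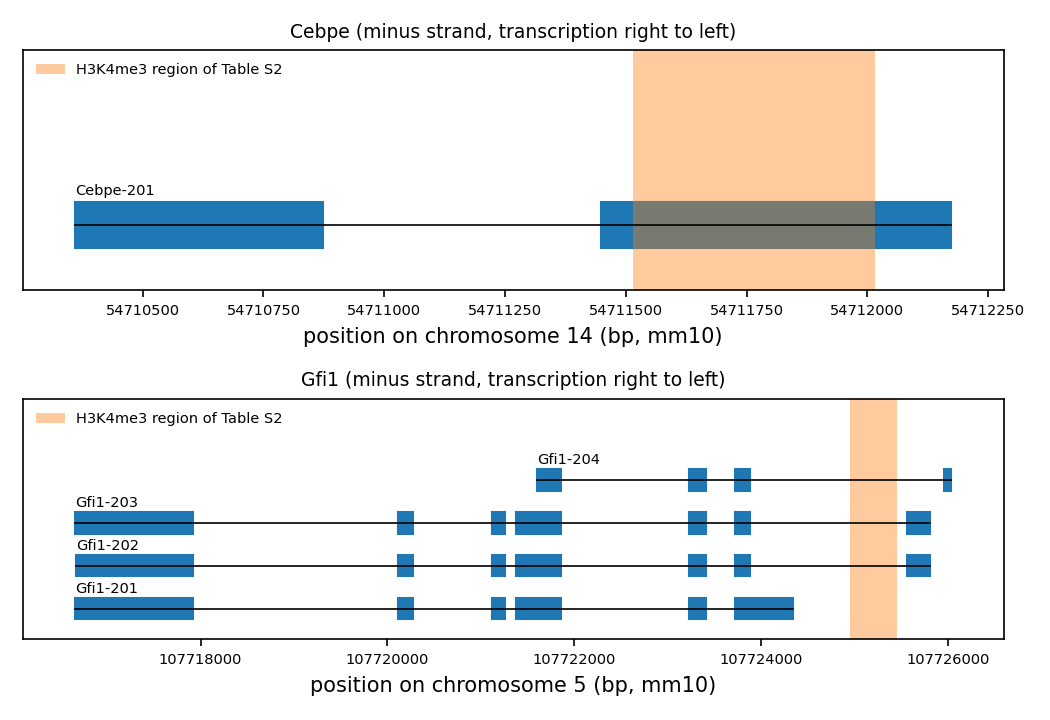
Annotated exons (boxes) and introns (lines) of the transcripts of Cebpe and Gfi1 along mm10 positions in bp, with the 500 bp H3K4me3 regions of Table S2 shaded. The shaded region lies in exon 1 of Cebpe and in an intron of the Gfi1 transcripts that start upstream of it.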

| **Gene** | **chr** | **Start** | **End** | **Fold (Granulo/Mono)** | **p-value** |
| --- | --- | --- | --- | --- | --- |
| 1700010I14Rik | chr17 | 8988225 | 8988725 | 2.5668518 | 0.000157 |
| Acap3 | chr4 | 155892341 | 155892841 | 1.65863909 | 0.012 |
| Arsb | chr13 | 93772085 | 93772585 | 1.79005014 | 0.00488 |
| Camkk2 | chr5 | 122769168 | 122769668 | 6.06286627 | 0.00138 |
| Cebpe | chr14 | 54711515 | 54712015 | 17.6304819 | 0.00324 |
| Chaf1a | chr17 | 56040182 | 56040682 | 1.85317612 | 0.00504 |
| Chil3 | chr3 | 106166601 | 106167101 | 4.46914855 | 0.000133 |
| Cxadr | chr16 | 78301805 | 78302305 | 7.2100037 | 5.83E-10 |
| E2f8 | chr7 | 48881233 | 48881733 | 2.12874036 | 6.64E-05 |
| Gfi1 | chr5 | 107724951 | 107725451 | 3.09512999 | 7.35E-05 |
| Hmgn2 | chr4 | 133966958 | 133967458 | 1.75321144 | 0.00464 |
| Ica1 | chr6 | 8770927 | 8771427 | 22.3158987 | 0.000767 |
| Impa2 | chr18 | 67299731 | 67300231 | 9.71355908 | 0.00142 |
| Inpp5j | chr11 | 3504342 | 3504842 | 5.77571678 | 0.000603 |
| Kit | chr5 | 75574964 | 75575464 | 4.34693945 | 7.90E-08 |
| Lta4h | chr10 | 93453229 | 93453729 | 1.72907446 | 9.00E-04 |
| Ly75 | chr2 | 60382841 | 60383341 | 3.03143313 | 4.82E-06 |
| Mapkapk3 | chr9 | 107279985 | 107280485 | 3.94493082 | 9.42E-06 |
| Mbnl3 | chrX | 51204644 | 51205144 | 1.905276 | 0.0128 |
| Mogat2 | chr7 | 99238019 | 99238519 | 3.63007662 | 0.00725 |
| Nedd4 | chr9 | 72662276 | 72662776 | 4.62675274 | 1.18E-08 |
| Olr1 | chr6 | 129506906 | 129507406 | 30.064728 | 2.40E-06 |
| Plekhg1 | chr10 | 3740801 | 3741301 | 1.98618499 | 0.00306 |
| Prom1 | chr5 | 44100516 | 44101016 | 24.2514651 | 3.93E-12 |
| Tesc | chr5 | 118028009 | 118028509 | 15.242208 | 6.70E-09 |
| Tmem216 | chr19 | 10555686 | 10556186 | 1.905276 | 0.00143 |
| Tshr | chr12 | 91400470 | 91400970 | 14.0256915 | 4.58E-14 |
| Tuba4a | chr1 | 75218411 | 75218911 | 1.93187266 | 6.86E-05 |

How the deposited data were processed for this re-analysis (not part of the article)

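RNA-sequencing was done on CD11b+Ly6C+ and CD11b+Ly6G+ cells of wt and LmnaMyeKO mice, with 2 samples in each of 4 groups. The authors trimmed the reads with Cutadapt, aligned them to mm10 with STAR in its 2-pass mode, estimated gene expression with RSEM and GENCODE M12, and used DESeq2 for differential expression. The authors' deposited table holds 1 comparison, lamin A/C-deficient over wt CD11b+Ly6C+ cells. Its mean signal per gene is an average by the authors of counts divided by size factors, and which samples were averaged is not stated in the paper's text. Its log2 fold changes and their standard errors, also on the log2 scale, are the authors' estimates. Its score is the Wald statistic of the authors, equal to the log2 fold change divided by its standard error. Its p-values are the authors' two-sided values, and its adjusted p-values are Benjamini-Hochberg values that the authors' test gave to 13238 of the 23084 genes and left out for 9846. The signed fold change of the authors is 2 to the absolute log2 fold change, negative where a gene is lower.

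The design set before the data were examined was a count test with alternatives. The table gives no values per sample, so the branch of that design for a comparison table was followed, in which the authors' values are described and no count test is run. The methods state the reads sequenced per sample as a range, but the depth of each sample is unknown from the table, and precision was read from the standard errors, whose median over tested genes is 0.27 on the log2 scale. Comparisons within CD11b+Ly6G+ cells, between wt subsets and of the 2 effects with each other were not analysed here.

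From the deposited values, 95% confidence intervals were computed as the log2 fold change with the normal quantile times the standard error. Benjamini-Hochberg adjustment was recomputed over the tested genes, over all 23084 genes and over the genes of Table S1, of Table S2 and of the antigen presentation list alone. The recomputed values differed from the deposited ones by at most 7.29e-06. Table S1 (180 genes) and Table S2 (28 genes) were matched by symbol. Of the 23084 identifiers, 23004 were found in GENCODE M21, a later release on the same genome build, which gave positions and gene types. For 28 symbols that occur more than once, the row with the highest mean signal was used.

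Marker lists for cell types, proliferation, sex-linked genes, interferon, MHC class II, chemokines of Figure 4B and the lamina were written at the same stage as the design. They cover monocytes, mature neutrophils, neutrophil granules, promyelocytes, B cells, T and NK cells, conventional dendritic cells, macrophages, and erythroid cells and platelets. Lists of early progenitor genes, nuclear respiratory chain genes, mitochondrial genes and immunoglobulin variable genes were added later. Each list's median log2 fold change was set against 10000 random lists, each member replaced by one of the 200 tested genes nearest in mean signal. Camera for ranked statistics (limma 3.58.1, preset inter-gene correlation 0.01) was run on the authors' score, with a correlation of 0.05 and ranks as alternatives chosen after the data were seen. An empirical null, which centres and scales the score by its median and interquartile range, was added at the same stage. Fry and an estimated correlation need values per sample and were not run. Processed pseudogenes were aligned to coding transcripts with blastn 2.17.0. Python 3.11.15, scipy 1.17.1 and R 4.3.3 were used.

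Genes named in the text are those the paper names for its RNA-seq, its lineage markers, Lmnb1, the chemokines of Figure 4B, the transcription factors of its discussion, the genes of the marker lists, the 3 genes with the smallest p-value in Table S1, and the 5 largest increases and 5 largest decreases past the threshold with a mean signal above a minimum share of the summed signal. The part of that rule that asks for no overlap between groups needs values per sample and was not applied. Outside the rule, Foxred2, Ica1, Plxnd1, Tiam1, Lyz1, the mitochondrial genes, and Rps3a1 with its pseudogenes were named after their values were seen. The adjustment, the list tests and the windows around genes were tested on simulated statistics for 13217 real genes. Of 157 changed genes with a standard error under 0.4, 157 were called, while a share of 0.0657 of all calls were unchanged genes. The changes put in were large against such standard errors, so nearly all had to be called. The count therefore gives no power for changes as small as those of Gfi1, Cebpe or the antigen presentation genes. Of 100 unshifted lists, 6 lay outside the central 95% of random lists, and 7 of 200 had a camera p-value under 0.05. The simulated errors were independent between genes, so these counts do not cover lists whose genes vary together.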

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

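The tests on nuclear respiratory chain genes, GC content, transcript length and pseudogene sequence identity were added once the patterns had been noticed, but before their own values were seen. The other tests in this part were chosen after the result was seen, although the Y-linked, B-cell and macrophage lists they use were fixed with the design. All results here are signals in genes the paper does not discuss, or discusses only as list members, and rest on 2 samples per group.

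All 15 mitochondrial genes tested pass the adjusted threshold and are lower in lamin A/C-deficient cells, with a median log2 fold change of -1.63. Lower respiratory chain transcripts of both genomes would also lower the nuclear genes. Of 79 nuclear respiratory chain genes, 58 were higher, and their median was 0.082, which argues against it. Random lists matched on mean signal, transcript length and GC content had medians whose central 95% reached down to -0.20, which argues against a bias of length or GC. A difference between genotypes in mitochondrial RNA content and a difference in cell handling or library preparation stay open and were not tested.

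Gbp2b has the smallest p-value in the authors' deposited table, with a log2 fold change of 6.53 (standard error 0.46). It starts at 142594847 on chromosome 3, the chromosome of Lmna. B430305J03Rik, also among the 5 largest increases (log2 fold change 8.45, standard error 2.38), starts at 61362250 on chromosome 3. Xist, Rn7s2 and Ces1d, the others of the 5, lie on chromosomes X, 12 and 8. A strain variant carried with the targeted allele is one explanation for increases on chromosome 3, and it was tested only around Lmna. Of 213 tested genes within 10 Mb of Lmna, 6 pass the adjusted threshold (Pdgfc, Rps3a1, Cd1d2, Cd5l, Fcrl5 and Pdzk1, named after their values were seen), and 94.1% of the windows around other genes had a lower share. Strain variants flanking the targeted Lmna allele therefore cannot be told apart from local clustering by this count, which falls short of the 95% set for it.

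Rps3a1, at 86137940 on chromosome 3, fell by 0.78 on the log2 scale in the authors' deposited table. Of 365 tested processed pseudogenes, 6 pass the threshold with an increase, and they include Rps3a2 and Rps3a3. These 2 match Rps3a1 at 99.5% and 98.9% identity, so reads of Rps3a1 that differ from the reference may have been assigned to its pseudogenes. The 6 increased pseudogenes have 5 different closest coding genes. Leaving out Rps3a1, which prompted the test, 1 of the other 4 lies within 20 Mb of Lmna, against 2 of 192 for the other pseudogenes (Fisher's exact test, two-sided p = 0.0603). The 1 inside this limit is Hist2h2aa2, the closest coding gene of Hist1h2al, so the test rests on that single assignment. Outside the limit are Rpl34, at 130726831 on chromosome 3, and Rps13 and Rps15a on chromosome 7 (all named after their values were seen). With so few genes, an origin of the increased pseudogenes in the interval around Lmna cannot be told apart from chance. A longer interval on chromosome 3 was not tested. Changes in the expression of the pseudogenes themselves stay open.

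Xist has a log2 fold change of 10.54 in the authors' deposited table. The 4 Y-linked genes had a median of -0.60, and 0.01% of the matched random lists had a lower one, so more female animals among the lamin A/C-deficient than the wt samples is a candidate explanation. A comparison of all females with all males was argued against, since the lowest 95% limit among the Y-linked genes was -1.40. The paper's text does not state the sex of these mice. An imbalance of sex would bear on the other genes of this comparison as well, and the table cannot separate it from genotype.

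In the macrophage list, 6 genes pass the adjusted threshold and all 10 are lower, with a median log2 fold change of -0.999. The genes of the list with the highest mean signal, Slc40a1, Hmox1 and Vcam1, have log2 fold changes of -0.45, -0.83 and -1.001 in the authors' deposited table, and C1qb, with a lower signal, has -1.27. Of the immunoglobulin variable genes, 37 of 154 pass, 129 are lower and 25 higher, and the median is -0.85. Fewer B cells in the lamin A/C-deficient samples could lower them together, as the B-cell list fell as well (median -0.56). The 7 variable genes higher at an unadjusted p-value under 0.05 would need another source. The variable genes also reached down to -4.72, where the lowest gene of the B-cell list was at -0.84. A loss of B cells of the size that list shows would not give the largest decreases. Macrophages and B cells in the sorted fraction, and lower expression within CD11b+Ly6C+ cells, remain open.

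Lyz1 rose by 1.25 on the log2 scale in the authors' deposited table, and its neighbour Lyz2, where Cre is inserted in LysM-Cre mice, fell by 0.73. Loss of 1 Lyz2 allele may account for the fall of Lyz2, whose interval runs from -1.27 to -0.19. The rise of Lyz1 was not tested, and reads can be shared between these paralogs.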

How the results depend on the processing

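No paired analysis was possible because the table analysed gives no values per sample. For the same reason the count test with other filters, the fit of 4 samples, upper-quartile normalization, fry and the fits that leave out each replicate were not run, and stability against single samples is unknown.

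Without a fold change limit, the counts at an adjusted p-value of at most 0.05 were the same (172 genes, 26 of them increased). At an unadjusted p-value under 0.05 and any fold change, 924 genes changed, 319 increased and 605 decreased. The same rule holds 180 genes of Table S1, 28 of Table S2, 6 antigen presentation genes and both Gfi1 and Cebpe (2 genes), against 7, 1, 0 and 0 at the threshold of the methods. With the adjustment over all genes, 141 genes changed, 4 genes of Table S1 and 0 of Table S2 passed. That adjustment counts more genes as tested. The p-values of the 23084 genes include 924 under 0.05, where 1154 would be under it if they were uniform, and those of the 13238 tested genes include 847 where 662 would be.

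An empirical null, chosen after the data were seen, rescales the score by its spread of 0.84. With the fold change limit of 1.5 kept, it gave 366 genes, 58 increased and 308 decreased. Of Table S1, 23 genes passed, of Table S2 3, of the antigen presentation genes 3 (H2-Aa, H2-Eb1 and Cd86), and neither Gfi1 nor Cebpe. H2-Ab1 (adjusted p = 0.00441 under this null) and Lta4h of Table S2 (adjusted p = 0.0234) missed only the fold change limit. Lmna stayed outside every threshold tried.

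Of the lists tested with camera, 9 had an adjusted p-value of at most 0.05, 9 with a preset correlation of 0.05 and 8 with ranks, where the stimulatory chemokine list no longer passed. The direction of the dendritic-cell list (adjusted p = 0.917, limma) and of the interferon list (adjusted p = 0.984, limma) reversed with ranks, both far from the threshold. Of the 26 single genes and lists apart from Lmna, 15 kept their direction and their side of the threshold under every alternative run. Gfi1, Cebpe and the 6 antigen presentation genes (8 in all) passed under at least 1 alternative. Standard errors limit what can be shown. For Lmna, Gfi1 and Cebpe they are 0.43, 0.35 and 0.24 on the log2 scale.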

Differences from the paper's values

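The paper gives 608 genes changed and associated with lamin A/C, an overlap of 2 comparisons that cannot hold more genes than the first one. That first comparison holds 172 genes at the threshold of the methods, in the authors' deposited table. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave 924 genes at an unadjusted p-value under 0.05, 172 without a fold change limit and 141 with the adjustment over all genes, and only the first of these is large enough to contain 608. The empirical null, chosen after seeing the values, gave 366.

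The paper gives 180 genes increased in lamin A/C-deficient CD11b+Ly6C+ cells. The first comparison holds 26 increased genes at the threshold of the methods, in the authors' deposited table. At an unadjusted p-value under 0.05 it holds 319, which include all 180, so this is a setting under which every gene of Table S1 is called. The counts were 26 without a fold change limit, 20 with the adjustment over all genes and 58 with the empirical null, chosen after seeing the values.

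The paper gives Gfi1 and Cebpe as increased and the 6 antigen presentation genes as decreased. At the threshold of the methods none of them passes, with adjusted p-values in the authors' deposited table of 0.620 for Gfi1, 0.452 for Cebpe and 0.0593 or more for the 6 genes, and all 8 have an unadjusted p-value under 0.05. With the empirical null, chosen after seeing the values, 3 of the 6 antigen presentation genes pass (H2-Aa, H2-Eb1 and Cd86), and H2-Ab1 misses only the fold change limit of 1.5. The directions are those the paper gives. Its evidence also includes RT-qPCR for the antigen presentation genes, and ChIP-PCR, RT-qPCR and Western blot for Gfi1 and Cebpe. None of these was analysed here.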

Other observations

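The B-cell, macrophage, dendritic-cell, neutrophil and proliferation lists were fixed with the design, but their use as tests of the explanations in this part was chosen after their values were seen. The early progenitor list was added later, and that test and the one on GC content and transcript length were chosen before their own values were seen.

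The decrease of MHC class II genes, Cd74, Cd86 and Ciita was set against marker lists. The MHC class II list (8 genes) had a median log2 fold change of -0.54, and shares H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ciita with the genes the paper names, so it is no independent list. The B-cell, macrophage and dendritic-cell lists share no gene with them. The B-cell list was lower in 10 of 10 genes, with a median of -0.56, and its genes with the highest mean signal, Ighm and Ighd, were at -0.38 and -0.84 in the authors' deposited table. The macrophage list was lower in 10 of 10 genes, with a median of -0.999. Fewer B cells or fewer macrophages in the sorted samples are therefore candidate explanations, besides lower expression in the CD11b+Ly6C+ cells themselves, and the table cannot separate them. The dendritic-cell list went both ways (5 higher, 4 lower, median 0.076), so fewer dendritic cells cannot be told apart from no change.

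The rise of Gfi1 and Cebpe was set against lists of the granulocytic lineage. The mature neutrophil list went both ways (4 higher, 6 lower, median -0.068), so more mature neutrophils cannot be told apart from no change. All 14 proliferation genes were higher, with a median of 0.94. More cycling granulocyte progenitors among the sorted lamin A/C-deficient cells are a candidate explanation, and 3 of the 14 are in Table S1. The standard errors are wide, 0.65 for Mki67 in the authors' deposited table. Random lists matched on mean signal, length and GC had medians whose central 95% reached up to 0.17, which argues against GC content or length. The promyelocyte list was higher in 8 of 10 genes, with a median of 1.14. Its camera adjusted p-value in limma was 0.0178, with 0.0467 at a preset correlation of 0.05 and 0.00797 with ranks. In the authors' deposited table its members Elane, Mpo and Prtn3 have standard errors of 1.37, 1.33 and 1.31, while Prss57, which is in Table S1, has a log2 fold change of 1.05 (standard error 0.41). The neutrophil granule list was higher in 9 of 10 genes, with a median of 0.36 and 2 genes in Table S1 (Fcnb and Chil3). Its camera adjusted p-value was 0.0200, with 0.0497 and 0.00306 under the same alternatives. None of these camera p-values measures the spread between replicates, because camera was given only the authors' score. Early progenitor genes went both ways (4 higher, 4 lower, median 0.11), which decides nothing. A change of Gfi1 and Cebpe within monocytic cells stays open.

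The other lists are given as values. The median log2 fold change was 0.34 for monocyte genes, -0.85 for erythroid and platelet genes, 0.00 for T and NK cell genes, 0.21 for genes that escape X inactivation, 0.02 for interferon genes and 0.21 for lamina genes. Of the stimulatory chemokines of Figure 4B, 4 were tested and 3 were lower, with a median of -0.73, among them Ccl3 at -1.04 (standard error 0.39) in the authors' deposited table. The inhibitory chemokines had too little signal to be tested. The monocyte markers Csf1r and Ccr2 had log2 fold changes of -0.02 (standard error 0.25) and 1.31 (standard error 0.87), and Ly6c2 0.46 (standard error 0.23), in the authors' deposited table. For the transcription factors of the discussion, the authors' deposited table gives 0.05 for Stat3, -0.10 for Irf8, -0.15 for Cebpb and 0.07 for Rb1, each smaller than its standard error.

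Past the threshold and the signal minimum, the largest increases were Xist, B430305J03Rik, Rn7s2, Gbp2b and Ces1d, and the 5 largest decreases were all immunoglobulin variable genes, with log2 fold changes down to -4.72 in the authors' deposited table. Of the 172 genes past the threshold, 42 are immunoglobulin genes and 15 are mitochondrial.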
